# Hyperproduction of 3-hydroxypropionate by *Halomonas bluephagenesis*

**DOI:** 10.1038/s41467-021-21632-3

**Published:** 2021-03-08

**Authors:** Xiao-Ran Jiang, Xu Yan, Lin-Ping Yu, Xin-Yi Liu, Guo-Qiang Chen

**Keywords:** Metabolic engineering, Applied microbiology, Biopolymers

## Abstract

3-Hydroxypropionic acid (3HP), an important three carbon (C3) chemical, is designated as one of the top platform chemicals with an urgent need for improved industrial production. *Halomonas bluephagenesis* shows the potential as a chassis for competitive bioproduction of various chemicals due to its ability to grow under an open, unsterile and continuous process. Here, we report the strategy for producing 3HP and its copolymer poly(3-hydroxybutyrate-co-3-hydroxypropionate) (P3HB3HP) by the development of *H. bluephagenesis*. The transcriptome analysis reveals its 3HP degradation and synthesis pathways involving endogenous synthetic enzymes from 1,3-propanediol. Combing the optimized expression of aldehyde dehydrogenase (AldD_Hb_), an engineered *H. bluephagenesis* strain of whose 3HP degradation pathway is deleted and that overexpresses alcohol dehydrogenases (AdhP) on its genome under a balanced redox state, is constructed with an enhanced 1.3-propanediol-dependent 3HP biosynthetic pathway to produce 154 g L^−1^ of 3HP with a yield and productivity of 0.93 g g^−1^ 1,3-propanediol and 2.4 g L^−1^ h^−1^, respectively. Moreover, the strain could also accumulate 60% poly(3-hydroxybutyrate-co-32–45% 3-hydroxypropionate) in the dry cell mass, demonstrating to be a suitable chassis for hyperproduction of 3HP and P3HB3HP.

## Abstract (web summary)

3-Hydroxypropionic acid (3HP) is an important platform chemical. Here, the authors engineer *Halomonas bluephagenesis* by deleting newly identified degradation pathway and balancing redox state to achieve high level production of 3HP and its copolymer under open and unsterile conditions.

## Introduction

3-Hydroxypropionic acid (3HP) is a platform chemical for the synthesis of C3-based chemicals, including acrylic acid, malonic acid, acrylamide, acrylonitrile (ACN), and poly(3-hydroxypropionate) (P3HP) based polymers^1–4^. The chemical synthesis of 3HP is not suitable for industrial production owing to the high cost of the precursors and processes, and environmental incompatibility^5^. Since biosynthesis is sustainable and environmental friendly, it is considered a better choice for improved 3HP industrial production. Synthetic pathways were designed for producing 3HP from bio-renewable sources such as glucose, glycerol, or CO_2_^6–9^. However, its biosynthesis has been reported to have poor productivity^6^. Glucose utilizing pathways based on malonyl-CoA or β-alanine has been constructed for 3HP production^10–12^, but the complexity of manipulating and regulating multiple genes has proven to be a challenge for enhanced 3HP production^13^. Instead, glycerol, a byproduct of biodiesel, is more favorable. The glycerol to 3HP pathway involves glycerol dehydratase (GDHt) and aldehyde dehydrogenase (ALDH), converting glycerol to 3-hydroxypropionaldehyde and then 3HP, respectively^14,15^.

Traditional microbial chassis such as *Escherichia coli* or *Corynebacterium glutamicum* were reported to have the final 3HP concentration of approximately 70 g L^−1^ ^16,17^. *Klebsiella pneumoniae*, which naturally produces vitamin B_12_ as a cofactor of GDHt, showed the highest production of 82 g L^−1^ 3HP^18–20^. However, a larger-scale production using *K. pneumoniae* was impossible because it is been known as an opportunity pathogen^13^. Therefore, to enhance the production of 3HP, we need to develop a more suitable producer as the chassis. Another issue occurs during the production of 3HP: under an aerobic condition, GDHt is deactivated combined with a downregulated expression of vitamin B_12_^21^, while under anaerobic condition, cells were grown poorly, and NAD^+^, a necessary cofactor of ALDH, has difficulty to regenerate^21–24^. The trade-off between vitamin B_12_ synthesis and NAD^+^ regeneration controls 3HP production and the key is the balance of dissolved oxygen in the cultures^23^. Pure 1,3-propanediol (PDO), obtainable from microbial process (1$ kg^−1^ on www.alibaba.com, unpurified 1,3-propanediol should have a much lower price), is a monomer of a high-performed textile material, poly(1,3-trimethylene terephthalate) (PTT)^25^. Using 1.3-propanediol as the substrate may be a possible solution^26–28^, as 1,3-propanediol can also be converted into 3HP using 1,3-propanediol oxidoreductase (PDOR) and ALDH^27^. The two NAD^+^-dependent enzymes PDOR and ALDH function well under aerobic conditions without vitamin B_12_^21^. As an example, *Gluconobacter oxydans* was reported to produce 45 g L^−1^ 3HP using these two enzymes^27^. These results paved the way by using 1,3-propanediol as the carbon source to produce 3HP.

Halophilic *Halomonas* spp. have attracted attentions from industrial biotechnology researchers^29^. They are capable of growing at high concentrations of NaCl and alkaline pH, thus, avoiding possible contamination by other microorganisms even under open unsterile conditions^30^. As a result, *Halomonas* spp.-based fermentations have reduced cost and complexity^31,32^. Pilot-scale fermentations using seawater-based artificial media under open and continuous conditions were conducted without contamination over a long period of two months^32^. Moreover, several synthetic biology and chromosome engineering methods such as CRISPR/Cas9 have been successfully applied in *Halomonas* spp., turning them into a more suitable chassis for future metabolic engineering and genome editing^33,34^. Next generation of industrial biotechnology (NGIB) has been developed based on extremophile *Halomonas* spp., allowing the production to be conducted under open, unsterile, and continuous process conditions with reduced fresh water and energy consumption, aiming for increasing economic competitiveness of current industrial biotechnology^29,35,36^.

*Halomonas bluephagenesis* TD (once termed *Halomonas* sp. TD01) is a halophile isolated from Aydingol Lake in Xinjiang Province/China, has been used as a chassis for the production of several bioplastic polyhydroxyalkanoates (PHAs), including poly-3-hydroxybutyrate (PHB), poly(3-hydroxybutyrate-*co*-4-hydroxybutyrate) (P3HB4HB) and poly(3-hydroxybutyrate-*co*-3-hydroxyvalerate) (PHBV) using various engineering approaches^37–40^. *H. bluephagenesis* is capable of growing at NaCl concentrations of 20–150 g L^−1^ with an optimal concentration of 40–60 g L^−1^. The strain can be grown at a pH ranging 5.0–11.0, the optimum of which is 8.5–9.0. However, as a promising biosynthetic chassis, *H. bluephagenesis* should further expand its product diversity to create more industrial value^41^. The unique growth condition of high osmotic pressure for *H. bluephagenesis* is beneficial for producing organic acid at a high concentration^35^. The organic acids produced are in the form of sodium salt under alkaline culture conditions, preventing the formation of toxic undissociated organic acids during production^42,43^. It is therefore reasonable to expect that *H. bluephagenesis* can be a suitable organic acid producer such as 3-hydroxypropionic acid (3HP).

Here, we show that a coherent bioprocess based on halophilic *H. bluephagenesis* for production of 3HP and its copolymer poly(3-hydroxybutyrate-*co*-3-hydroxypropionate) (P3HB3HP) by identifying and deleting 3HP degradation pathway, screening and optimizing endogenous biosynthetic enzymes, engineering genomic expression of 3HP synthesis pathway and balancing redox states. The engineered *H. bluephagenesis* strain produces a higher titer of 3HP with 1,3-propanediol as a carbon source under open and unsterile fed-batch fermentation.

## Results

### Identification of 3HP degradation pathway in *H. bluephagenesis*

Due to the high osmotic pressure tolerance, *H. bluephagenesis* is an ideal chassis for the extracellular production of small molecules with a high concentration in the cultures. The extracellular 3HP tolerance has been demonstrated by *H. bluephagenesis*, further proving its potential as a microbial industrial chassis for 3HP (Supplementary Fig. 1). To verify the feasibility of 3HP production by *H. bluephagenesis*, genes *dhaT*_*Pp*_ and *aldD*_*Pp*_ from *Pseudomonas putida* KT2440 encoding 1,3-propanediol dehydrogenase and aldehyde dehydrogenase, were constructed in plasmid p30 and overexpressed in *E. coli* S17-1 and *H. bluephagenesis*, respectively (Fig. 1a). The recombinant *E. coli* S17-1 (p30) produced 1.5 g L^−1^ and *H. bluephagenesis* (p30) produced 0.2 g L^−1^ 3HP when grown in conical flasks. The former strain was cultured in LB medium supplemented with 30 g L^−1^ glucose and 10 g L^−1^ 1,3-propanediol, and the latter was grown in the defined minimal medium supplemented with 30 g L^−1^ glucose and 10 g L^−1^ 1,3-propanediol (Fig. 1b). Recombinant *H. bluephagenesis* (p30) accumulated 0.5 g L^−1^ PHB when 5 g L^−1^ 3HP was added as the sole carbon source (Fig. 1c). The 3HP may be degraded to acetyl-coA for cell growth and PHB accumulation, indicating that *H. bluephagenesis* is able to utilize 3HP as a carbon source (Fig. 1a). This result suggests that *H. bluephagenesis* contains a 3HP degradation pathway.

**Fig. 1:**
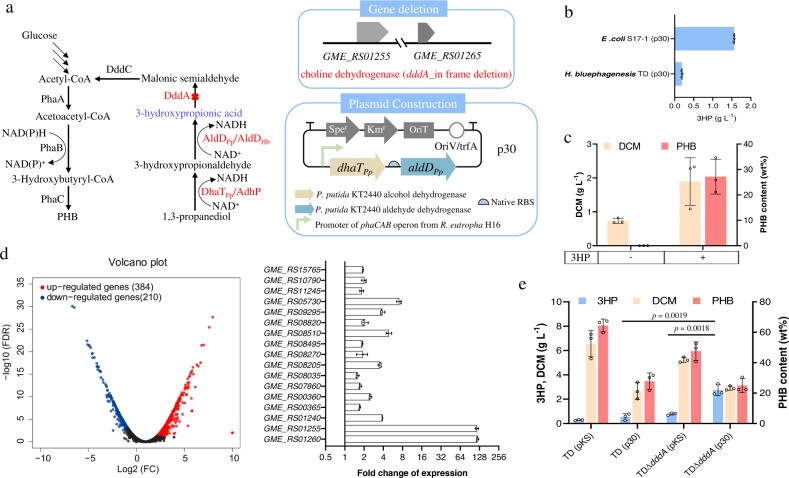
Metabolic engineering of *H. bluephagenesis* for 3HP production. **a** Overall strategies for 3HP production involving a combination of marker-free *dddA* deletion and plasmid-expressing *dhaT*_*Pp*_, *aldD*_*Pp*_. Red color “X” indicates inactivation of metabolic pathways. Gene *dhaT*_*Pp*_ encodes *P. putida* KT2440 alcohol dehydrogenase, *aldD*_*Pp*_ encodes *P. putida* KT2440 aldehyde dehydrogenase, *adhP* encodes *H. bluephagenesis* alcohol dehydrogenase, *aldD*_*Hb*_ encodes *H. bluephagenesis* aldehyde dehydrogenase. DddA putative 3-hydroxypropionate dehydrogenase in *H. bluephagenesis*, DddC CoA-acylating methylmalonate-semialdehyde dehydrogenase in *H. bluephagenesis*, PhaA 3-ketothiolase, PhaB acetoacetyl-CoA reductase, PhaC PHA synthase. **b** 3HP production by *E. coli* and *H. bluephagenesis* harboring plasmid p30, respectively. **c** PHB production by *H. bluephagenesis* cultured on 5 g L^−1^ 3HP as a sole carbon source. **d** Influence of 3HP on cell metabolism at the transcriptional level in *H. bluephagenesis*. Volcano plot and fold change of gene expression of differentially expressed gene (DEG) distribution. A corrected *P*-value of 0.05 and log2 (fold change) of 1 were set as the thresholds for significantly differential expression. Red, upregulated genes; blue, downregulated genes. qRT-PCR analysis of several putative upregulated dehydrogenases expression levels in the 3HP containing cultures compared to that of the glucose-containing ones. **e** 3HP and PHB production by *H. bluephagenesis* TDΔ*dddA* harboring plasmid p30. Cells were grown in a defined minimal medium supplemented with 30 g L^−1^ glucose and 10 g L^−1^ 1,3-propanediol. All titers were obtained after 48 h cultivation at 200 r.p.m. at 37 °C. The initial pH of all shake-flask studies was 9. All data represent the mean of *n* = 3 biologically independent samples and error bars show s.d. Two-tailed Student’s *t*-tests were performed to determine the statistical significance for two-group comparisons. DCM dry cell mass, PHB polyhydroxybutyrate.

To investigate the key genes in the 3HP degradation pathway, transcriptome analysis of *H. bluephagenesis* was performed using the cells grown under culture conditions with and without 3HP as the carbon source, respectively. 

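The comparison rests on 1 RNA-seq library of wild-type *H. bluephagenesis* TD grown on glucose and 1 library of wild-type TD supplied with 3HP, both taken from shake flasks after 12 h. The paper describes 3HP as the only carbon source of the second culture, whereas the growth conditions in the sample labels, which are worded alike for all libraries, give 30 g L-1 glucose. The labels describe ribosomal RNA depletion, strand-specific Illumina libraries and paired-end reads from a NovaSeq instrument, and the methods name the HiSeq platform. The authors deposited RPKM, reads scaled to gene length and to the read total of the library, for 3579 genes. The median RPKM was 157.8 in the glucose library and 290.4 in the 3HP library, and 13 and 0 genes were listed at 0. Read numbers are not printed with the values, but the steps between low RPKM values show them, and the reads on genes came to 2258287 for glucose and 7240525 for 3HP, with a median of 156 and 498 reads per gene. Ratios were taken as log2 of RPKM + 1, over the 3568 genes with an RPKM of at least 10 in at least one of these libraries. Their median ratio was 0.97 on the log2 scale, so that the typical gene was listed about 2-fold higher with 3HP. This median was subtracted, and higher or lower hereafter means a centred log2 ratio of at least 1 or at most −1. There is 1 library per condition, so the differences have no replicate check, no gene was tested for a difference between conditions, and the 95% intervals given for single genes cover counting error alone.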

A volcano plot illustrates the distribution of differentially expressed genes (DEGs) (Fig. 1d). 

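The list of pyrroloquinoline quinone (PQQ), the redox cofactor of quinoprotein dehydrogenases, held 14 genes, some of them matched by the words quinoprotein or pedF. Of these genes 9 were higher with 3HP, 3 were lower and 2 were within 2-fold, with a median centred log2 ratio of 3.59. The cytochrome gene *pedF* (GME_RS08490) had a ratio of 5.65 and the PQQ chaperone gene *pqqD* (GME_RS08465) one of 5.08, while a membrane-bound PQQ-dependent dehydrogenase of the glucose/quinate/shikimate family (GME_RS05010) was lower at −2.52. Among 14 sulfate assimilation genes, 8 were higher and 2 were lower around a median of 3.73, led by the sulfate adenylyltransferase gene *cysD* (GME_RS03095) at 4.82, with the sulfate permease GME_RS14545 at −3.38. Of 8 genes of the myo-inositol list, 5 were higher and none was lower (median 2.30), and these were *iol* genes such as *iolE* (GME_RS08275) at 5.39 and *iolC* (GME_RS08285) at 4.12. All 8 ATP synthase genes were higher, with a median of 2.46.
Synthesis of leucine, valine and isoleucine had 7 higher and no lower genes out of 12 (median 2.06), including *leuC* (GME_RS10800) at 3.67. Of 59 genes in the ribosomal protein list, 46 were higher (median 1.88) and 1 was lower, *prmB* (GME_RS06630), which encodes a methyltransferase of protein L3 and no ribosomal protein, and *rplX* (GME_RS12860), for protein L24, stood at 3.68. The glyoxylate shunt and acetate list had 6 higher and 2 lower genes among 12, the higher ones including a 2-isopropylmalate synthase (GME_RS00640) and the phenylacetate-CoA ligase gene *paaF* (GME_RS08835), which belong to neither pathway. Its extremes were isocitrate lyase (GME_RS06285), which opens the glyoxylate shunt, at 5.81 and acetate kinase (GME_RS05500) at −2.12.
Genes for urea use and nitrogen control went the other way, with 14 of 19 lower, 1 higher and a median of −2.32. The nitrogen regulator GME_RS09445 of the P-II family fell by 3.35 on the log2 scale and the urea transporter gene *urtD* (GME_RS09185) fell by 3.00. In the list of glucose breakdown, which also takes in sugar transporters, 14 of 32 genes were lower and 5 were higher. Its median of −0.47 turns to 0.51 on the ratios as deposited, and its highest member, at 4.29, is a sugar transporter protein (GME_RS08305). The number of this gene lies between those of the myo-inositol genes *iolC* and *iolB* (GME_RS08320). Pyruvate kinase *pyk* (GME_RS11840) stood at −4.05 and *gap* (GME_RS11835) at −3.75, and the glucose-6-phosphate dehydrogenase gene *zwf* (GME_RS11715), named after its value was seen, at −3.25. The list of other terminal oxidases, which also holds accessory proteins of the cbb3 oxidase, had 9 lower and no higher genes out of 18. The lower ones included the cbb3 accessory gene *ccoG* (GME_RS00120) and cytochrome bd genes such as *cydB* (GME_RS15305) at −3.50. The list median of −1.08 becomes −0.10 as deposited.
Against 10000 random lists of the same size and similar expression, the medians of these 7 raised lists lay between percentiles 99.86 and 100.0, and those of the 3 lowered lists between 0.0 and 0.7. The lists were drawn up after the changed genes in Supplementary Data 2, from these same libraries, had been read, so the percentiles describe the lists and are not independent evidence.

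**Figure D1:**
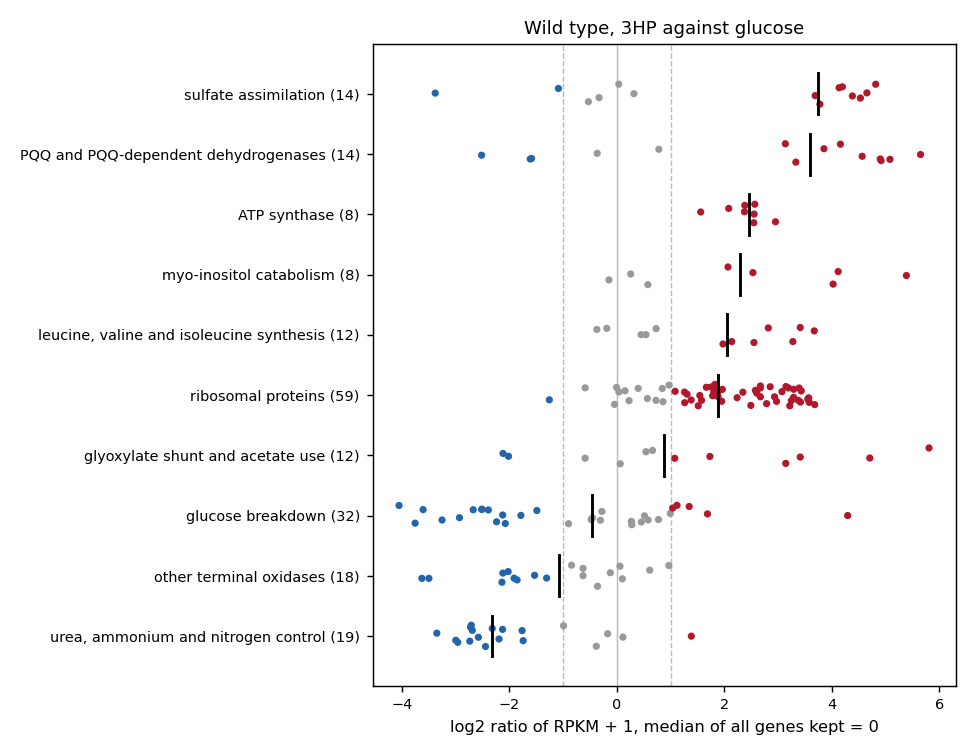
Centred log2 ratio of RPKM + 1 between the 3HP and the glucose library (x axis) for the genes of 10 lists (y axis, number of genes in brackets), 1 point per gene, red at or above 1, blue at or below −1, grey between, with a black bar at each list's median. Sulfate assimilation has the highest median, 3.73, and urea and nitrogen control the lowest, −2.32, and of these medians the one of glucose breakdown changes sign on the ratios as deposited.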

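With 3HP, 540 genes were higher, 565 were lower and 2463 stayed within 2-fold of the median ratio. Apart from the dehydrogenase genes GME_RS01255 and GME_RS01260, increases among the largest were in an aliphatic amidase (GME_RS01140), with a centred log2 ratio of 6.00, an alkene reductase (GME_RS08130) at 5.27 and the PQQ synthase gene *pqqC* (GME_RS08460) at 4.92. A methanol/ethanol dehydrogenase that depends on PQQ (GME_RS08485) followed at 4.90. Decreases included some genes of nitrate use, though 3 of the 9 nitrate and nitrite genes were higher. The nitrate/nitrite transporter NarK (GME_RS05275) stood at −7.40, the ANTAR domain protein next to it in the gene order (GME_RS05270) at −6.08, an oxidoreductase of the NAD(P)/FAD-dependent family (GME_RS05210) at −7.58 and the nitrite reductase gene *nirB* (GME_RS05205) at −5.31. A zinc transporter pair, the binding protein GME_RS16820 and the ATP-binding protein GME_RS16825, was lower at −5.51 and −5.84, and oleate hydratase (GME_RS05980) at −5.70. The most abundant transcript with 3HP was that of the hypothetical protein GME_RS00210, with an RPKM of 302193 against 153660 on glucose. After centring its log2 ratio was 0.0041, so that it counts as unchanged.
The balance of higher and lower genes follows the scaling. On the ratios as deposited 1724 genes were higher and 210 lower, after rescaling to equal RPKM sums 683 and 460, and after division by the upper quartile 712 and 449, since these leave the median ratio at 0.97, 0.19 and 0.22.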

Overall, when 3HP was used as the sole carbon source for growth, 384 genes in the cells were upregulated while 210 were downregulated compared with glucose utilized as a sole carbon source (Fig. 1d and Supplementary Data 2). 

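Near the methylmalonate-semialdehyde dehydrogenase gene GME_RS01255 in the order of the gene numbers, the succinate-semialdehyde dehydrogenase GME_RS01240 was 6.05-fold higher with 3HP after centring. Of the other neighbours, taken up after their values were seen, the SLC13 family permease GME_RS01270 went from an RPKM of 10.3 to 206.8, a centred log2 ratio of 3.22. The LysR family regulator GME_RS01250 stood at 0.29, *msrA* (GME_RS01245) at 0.87 and the cold-shock protein GME_RS01265 at −0.42, all within 2-fold. The files give no coordinates or strands, so that neighbouring numbers do not show which genes share a transcript.
Elsewhere in the genome, the paired CoA transferase subunits GME_RS15790 and GME_RS15785 were higher by 3.51 and 3.28 on the log2 scale, while the other 3 of 5 CoA transferase genes were within 2-fold. Of 13 genes of propionate and methylmalonate use, 5 were higher and none was lower (median 0.66, percentile 99.24). They include further genes annotated as methylmalonate-semialdehyde dehydrogenases, such as GME_RS08270 with 34.9 RPKM on glucose and 1426 with 3HP, and the 2-methylcitrate synthase gene *prpC* (GME_RS07075) with 134.2 and 717.8. By gene number, GME_RS08270 comes before *iolE* (GME_RS08275), a raised gene of the myo-inositol list, so these lists need not be independent. Among 27 aldehyde dehydrogenase genes, 11 were higher, 4 were lower and 12 were within 2-fold, and the lowest was GME_RS07660 at −2.21.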

Possibly similar to the catabolic operons, the addition of 3HP could activate its degradation pathway. 

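All 17 dehydrogenase genes of the qRT-PCR panel in Fig. 1d were higher with 3HP in the RNA-seq values, with a median centred log2 ratio of 2.57 (percentile 100.0 among the random lists). The study chose this list on these libraries, so its direction is not independent evidence. Apart from GME_RS01260 and GME_RS01255, the folds ran from 2.39 for a 2,3-butanediol dehydrogenase (GME_RS11245) to 20.3 for GME_RS08270. The paper's qRT-PCR folds are relative to ribosomal RNA and the RNA-seq folds to the median of all genes kept, so their comparison depends on unlike references. On the ratios as deposited, each of the 17 RNA-seq folds was more than 1.5 times the paper's qRT-PCR fold. After centring, the RNA-seq fold was within 1.5 times of the qRT-PCR fold for 6 of the 17 genes, so these matches depend on the scaling. The closest was the acyl-CoA dehydrogenase GME_RS05730 with 7.14 against 7.13, and the furthest GME_RS08270, whose qRT-PCR fold is 1.91. The iron-containing alcohol dehydrogenase GME_RS08510 was 4.11-fold higher and *serA* (GME_RS09295), for phosphoglycerate dehydrogenase, 3.73-fold. The formate dehydrogenase subunit GME_RS07860 rose from an RPKM of 755.4 to 5732, and *leuB* (GME_RS10790) from 237.2 to 2735.
Across the 17 genes, the log2 RNA-seq fold and the paper's log2 qRT-PCR fold had a Pearson r of 0.84 (permutation p = 0.004, adjusted p = 0.016) and a Spearman rho of 0.33 (permutation p = 0.2, adjusted p = 0.4). Without GME_RS01260 and GME_RS01255, the Pearson r over the other 15 genes was −0.02 (permutation p = 0.93) and the Spearman rho was 0.03 (permutation p = 0.93), so the relation rests on these genes. The tests were 2-sided with 100000 permutations and adjusted over the 4 coefficients by Benjamini-Hochberg, and genes are not independent replicates.

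**Figure D2:**
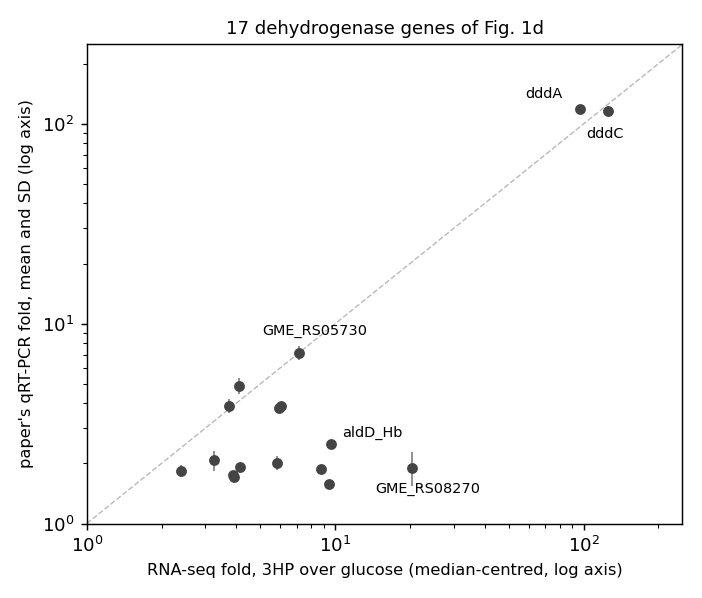
RNA-seq fold of 3HP over glucose after median centring (x axis, log scale) against the paper's qRT-PCR fold with its SD (y axis, log scale) for the 17 dehydrogenase genes, 1 point per gene, with the line of equal folds dashed. *dddA* and *dddC* lie near the line at an RNA-seq fold of 96.4 and 125, and the other 15 genes lie between 2.39 and 20.3. As deposited, before centring, the RNA-seq folds of *dddA* and *dddC* are 189 and 245.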

Several putative upregulated dehydrogenases were thus selected for qRT-PCR verification. Among them, *GME_RS01260* encoding choline dehydrogenase (RefSeq. Accession: WP_009721523) and *GME_RS01255* encoding CoA-acylating methylmalonate-semialdehyde dehydrogenase (RefSeq. Accession WP_009721522), were upregulated by 119-folds and 116-folds, respectively (Fig. 1d). 

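In the RNA-seq values, *dddA* (GME_RS01260) went from an RPKM of 64.3 on glucose to 12351 with 3HP, and *dddC* (GME_RS01255) from 123.8 to 30578. The centred log2 ratio was 6.59 (95% counting interval 6.36 to 6.87) for *dddA*, from 129 and 44073 reads, and 6.97 (6.79 to 7.17) for *dddC*, from 225 and 98906 reads. These were the largest increases among genes with an RPKM of at least 100 in either library. On the ratios as deposited, before the median of all genes was subtracted, the log2 ratios were 7.56 and 7.94. The paper proposes that adding 3HP could switch on its own degradation pathway, possibly in the manner of catabolic operons, and on this ground it selected upregulated dehydrogenases for qRT-PCR.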

Choline dehydrogenase is named DddA due to its high homology with the DddA of *Halomonas* sp. HTNK1^44^ (Fig. 1a). Deletions of putative 3-hydroxypropionate dehydrogenase (HpdH) and putative 3-hydroxyisobutyrate dehydrogenase (HbdH-4) in *Pseudomonas denitrificans* eliminate its ability to degrade 3HP^45–47^. Cell growth was found to be unaffected while 3HP could no longer be utilized as the sole carbon source after the *dddA* deletion (Supplementary Figs. 2 and 3). The *dddA* gene deletion in recombinant *H. bluephagenesis* TDΔ*dddA* (p30) could increase the production with 2.7 g L^−1^ 3HP and 0.7 g L^−1^ PHB when grown in conical flasks (Fig. 1e).

The toxicity of 3-hydroxypropionaldehyde (3HPA), an intermediate for 3HP biosynthesis, negatively affects cell growth and 3HP production. Expression modules were designed to prevent the possible intracellular accumulation of 3HPA using optimized promoter, ribosome binding site (RBS) sequence of *aldD*_*Pp*_, and shifting the order of *aldD*_*Pp*_ and *dhaT*_*Pp*_ operon (Supplementary Fig. 4a). Plasmid p31 was constructed replacing the original RBS with a stronger one; p32 contains changing order of *aldD*_*Pp*_ and *dhaT*_*Pp*_ operon; p33 and p34 based on p32 were constructed with a stronger RBS and promoter, respectively.

qRT-PCR was performed to further confirm the enhanced expression level of *aldD*_*Pp*_ gene under the P_Porin_ promoter^48^. Recombinant strains were cultured in conical flasks and grown for 6, 12, 24, 36, and 48 h, respectively. The results showed that the expression level of *aldD*_*Pp*_ in *H. bluephagenesis* TDΔ*dddA* harboring p34 was higher compared to that of *H. bluephagenesis* TDΔ*dddA* (p32) during the early growth phase, whereas an opposite trend was revealed at the late growth period (Supplementary Fig. 4b). However, the enzyme activity of AldD_Pp_ was observed to decrease over time, while the activity of DhaT_Pp_ has shown an increase up to 24 hours (Supplementary Fig. 5). Additionally, we compared the enzyme activity of AldD_Pp_ in recombinant *H. bluephagenesis* TDΔ*dddA* harboring p32-p34 deleted with *dhaT*_*Pp*_ gene. The activity of AldD_Pp_ was increased using the optimized promoter or ribosome binding site (RBS) sequence of *aldD*_*Pp*,_ even though the yield of 3HP did not increase significantly (Supplementary Fig. 6a, b). In general, manipulation of *aldD*_*Pp*_ expression level showed no enhancement on 3HP production (Supplementary Fig. 6a). This may be due to the low activity of DhaT_Pp_, which leads to the weak production of toxic 3HPA intermediate. Hence, even though the poor expression of *aldD*_*Pp*_, it was enough for consuming the produced 3HPA and avoiding its accumulation. It was also shown that the specific activity of DhaT_Pp_ was lower than that of 1,3-propanediol oxidoreductase (DhaT_Kp_) in *Klebsiella pneumoniae* DSM 2026 as reported^49^ (Supplementary Fig. 6c), indicating an insufficient supply of 3HPA, which limits 3HP biosynthesis. To develop microbial cell factories for efficient 3HP production, efficient enzyme systems must be constructed^50^.

### Analysis of endogenous enzymes converting 1,3-propanediol to 3HP

A trace amount of 3HP was detected in the *H. bluephagenesis* TDΔ*dddA* harboring the empty plasmid as a control, indicating the existence of endogenous activity of native 3HP synthetic enzymes in *H. bluephagenesis* (Fig. 1e). To analyze the endogenous synthesis pathway of 3HP, a protein homologous to the aldehyde dehydrogenase AldD_Pp_ was found via in silico analysis of the genome sequence of *H. bluephagenesis*, namely, *GME_RS00360*, which was annotated as the putative *aldD*_*Hb*_ gene encoding a 506-amino-acid polypeptide. An overall 80% amino acid identity was shown between AldD_Hb_ (RefSeq. Accession: WP_009721344) and the AldD_Pp_ from *P. putida* KT2440 after BLAST analysis.

Subsequently, an transcriptome analysis of *H. bluephagenesis* was performed using cells grown with or without 1,3-propanediol in culture media containing 30 g L^−1^ glucose to investigate alcohol dehydrogenases in *H. bluephagenesis*. 

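In the third library, *dddC* was listed at 0 and *dddA* at an RPKM of 2.44, from 10 reads, against the higher values on glucose in the wild type. The sample labels give this strain as deleted for both *dddA* and *dddC*, whereas the legend of Fig. 2a names TDΔ*dddA*. The library came from glucose medium with 1,3-propanediol after 12 h, and it is compared with the wild-type glucose library of the 3HP comparison. The genotype and 1,3-propanediol therefore change together, and no difference between these libraries can be assigned to one of them. The reads on genes came to 4689126, with a median of 177 per gene, and the median RPKM was 85.3. The 10 most abundant genes held 45.3% of the RPKM sum, compared with 26.9% in the glucose library. Over the 3506 genes with an RPKM of at least 10 in at least one of these libraries, the median log2 ratio was −0.80 and was subtracted. As for 3HP, there is 1 library per condition and no replicate check.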

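Chaperones and heat shock proteins had 18 of 21 genes higher in the 1,3-propanediol library, none lower and a median centred log2 ratio of 2.27. The heat shock sigma factor gene *rpoH* (GME_RS14025) went from an RPKM of 2747 to 46362, a ratio of 4.88, and the protease adapter gene *clpS* (GME_RS06330) stood at 4.36. The Na+-pumping NADH dehydrogenase had all 7 genes higher (median 2.13, falling to 0.97 after rescaling to equal RPKM sums). Of 4 CoA transferase genes 3 were higher (median 2.76), with the subunits GME_RS15790 and GME_RS15785 at 4.66 and 3.89.
In potassium uptake, 5 of 13 genes were higher and 1 was lower. The raised ones were those of the Kdp transporter and its sensor kinase, such as *kdpA* (GME_RS11760) at 6.21 and *kdpF* (GME_RS19055) at 7.43, the latter from only 4 reads on glucose (95% counting interval 6.11 to 9.35). The median of this list, 0.73, turns to −0.07 as deposited and is also below 0 after rescaling to equal sums and on recovered reads. Zinc and iron uptake had 9 of 21 genes higher and none lower, with the zinc-binding transporter protein GME_RS06945 at 4.82 and a list median of 0.94 that turns to −0.21 at equal sums.
Of 19 genes for urea use and nitrogen control, 18 were lower and none was higher, with a median of −4.29, and the urea transporter genes *urtD* (GME_RS09185) and *urtE* (GME_RS09180) fell by 6.29 and 6.04 on the log2 scale. Nitrate and nitrite assimilation had 4 lower genes of 9, led by NarK (GME_RS05275) at −6.94 and *nirB* (GME_RS05205) at −6.53, while the other 5 stayed within 2-fold. Most urea and nitrogen control genes are lower in both comparisons, which share the same glucose library. The cytochrome cbb3 oxidase had 4 lower genes of 6 (median −1.83), among them *ccoN* (GME_RS00140) at −1.99. Flagella and chemotaxis had 16 lower and 6 higher genes of 57 (median −0.55), with *fliE* (GME_RS13335) at −2.64.
Among 10000 matched random lists, the median of chaperones lay at percentile 100.0, of CoA transferases at 99.42, of zinc and iron uptake at 99.95, of potassium uptake at 98.5 and of the NADH dehydrogenase at 98.12. The median of urea and nitrogen control and that of flagella lay at 0.0, of the cbb3 oxidase at 0.03 and of nitrate at 29.07. These lists too were drawn up after the changed genes of the same libraries, in Supplementary Data 3, had been read, and their percentiles are descriptions alone.

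**Figure D3:**
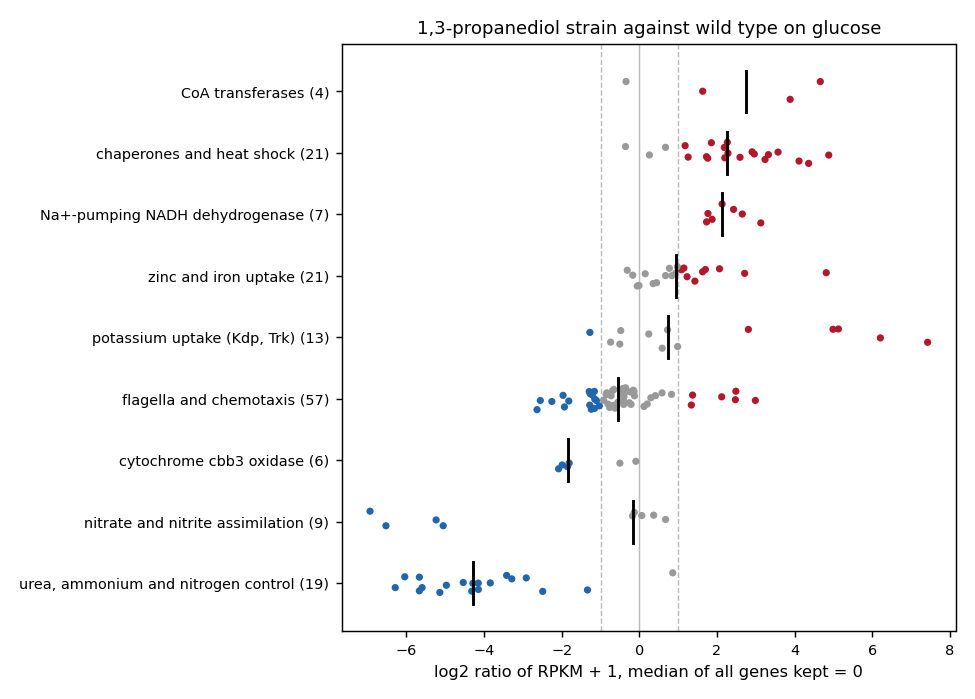
Centred log2 ratio of RPKM + 1 between the 1,3-propanediol library of the strain with *dddA* and *dddC* deleted and the wild-type glucose library (x axis) for the genes of 9 lists (y axis, number of genes in brackets), 1 point per gene, red at or above 1, blue at or below −1, grey between, with a black bar at each list's median. The medians run from −4.29 for urea and nitrogen control to 2.76 for CoA transferases, and those of zinc and iron uptake (after rescaling to equal sums) and of potassium uptake (also as deposited and on recovered reads) change sign with the scaling.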

The volcano plot illustrates the distribution of differentially expressed genes (DEGs) (Fig. 2a). Overall, 292 genes were upregulated while 285 were downregulated in the presence of 1,3-propanediol in the cultures (Fig. 2a and Supplementary Data 3). 

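In the 1,3-propanediol library 646 genes were higher, 452 were lower and 2408 stayed within 2-fold of the median ratio. Besides the Kdp genes, large increases were in the succinate-semialdehyde dehydrogenase GME_RS01240, whose RPKM went from 151.5 to 10537 (centred log2 ratio 6.91), a DUF1232 protein (GME_RS03355) at 6.29, a stress response membrane protein of the GlsB family (GME_RS03135) at 6.04 and a serine hydrolase (GME_RS07600) at 5.95. By gene number, GME_RS01240 lies near *dddC*, which is labelled as deleted in this strain. An NADP-dependent oxidoreductase (GME_RS05015) stood at 5.89. The hypothetical protein GME_RS00900 reached an RPKM of 268270 from 7661 and GME_RS09810 one of 411288 from 36480, the highest value in this library, while a porin (GME_RS02550) went from 50635 to 3441. Among genes above 0 in both libraries and at least 100 RPKM in one, the ANTAR domain protein GME_RS05270 stood at −6.43 and the oxidoreductase GME_RS05210 at −6.10, among the lowest together with nitrate and urea genes. A run of neighbouring genes was listed at 0 in this library, from GME_RS18615 to GME_RS19435, among them a replication initiation protein (GME_RS18650) with 262 reads on glucose and 964 with 3HP.
On the ratios as deposited 294 genes were higher and 1441 lower, at equal RPKM sums 227 and 1974, after division by the upper quartile 524 and 602, and on the recovered reads, an alternative added after the data were seen, 284 and 1459. These left the median log2 ratio at −0.80, −1.15, −0.19 and −0.81.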

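Of 8 alcohol dehydrogenase genes, 4 were higher in the 1,3-propanediol library and 4 stayed within 2-fold after centring, with a median of 0.95 (percentile 90.24) that falls below 0 when the libraries are rescaled to equal sums. The NAD(P)-dependent alcohol dehydrogenase GME_RS01345 was 59.9-fold higher after centring, with an RPKM of 83.3 in the glucose library and 2893 here (centred log2 ratio 5.90, 95% counting interval 5.64 to 6.22). The zinc-binding dehydrogenase GME_RS01585 was 9.32-fold higher, from 159.6 to 857.6 (log2 ratio 3.22, interval 3.03 to 3.43). AdhP (GME_RS00365) was 10.6-fold higher and had the highest level of these genes here. A zinc-binding alcohol dehydrogenase (GME_RS05645) went from 1529 to 2374, a centred log2 ratio of 1.44. The older identifier GME_05160 is not paired with a gene by the files, so it was not analysed here. As deposited, the log2 ratios of GME_RS01345 and GME_RS01585 were 5.10 and 2.42. Among 25 aldehyde dehydrogenase genes kept, 9 were higher and 4 were lower, *dddC* included, around a median of 0.27 that is −0.53 as deposited, and *betB* (GME_RS16585), for betaine aldehyde dehydrogenase, stood at 2.43.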

Several putative upregulated alcohol dehydrogenases were examined, including *GME_RS01345, GME_05160, GME_RS01585* and *GME_RS00365* encoding NAD(P)-dependent alcohol dehydrogenase (RefSeq. Accession: WP_009721539.1), zinc-binding alcohol dehydrogenase (GenBank Accession: EGP20677.1), zinc-binding dehydrogenase (RefSeq. Accession: WP_009721587.1), and alcohol dehydrogenase AdhP (RefSeq. Accession: WP_039868491.1), respectively (Fig. 2b).

**Fig. 2:**
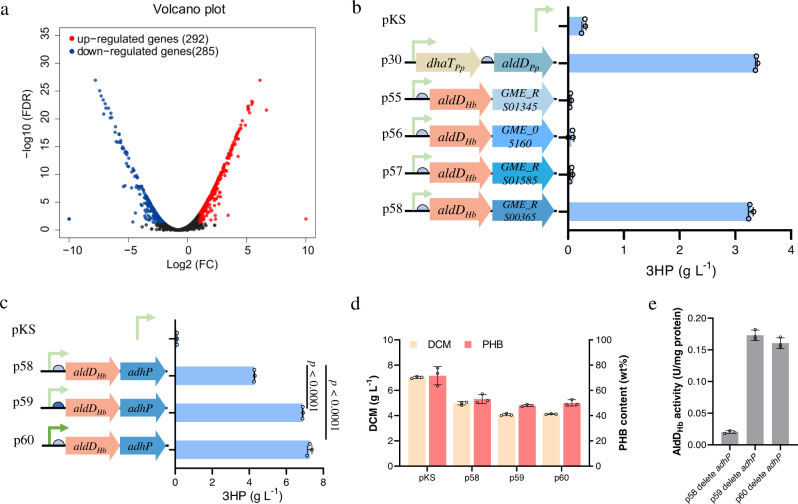
Selection of endogenous enzymes catalyzing 1,3-propanediol to 3HP biosynthesis. **a** Influence of 1,3-propanediol on cell metabolism at the transcriptional level in *H. bluephagenesis* TDΔ*dddA*. Volcano plot and fold change of gene expression of differentially expressed gene (DEG) distribution. A corrected *P*-value of 0.05 and log2 (fold change) of 1 were set as the thresholds for significantly differential expression. Red, upregulated genes; blue, downregulated genes. **b** 3HP production by *H. bluephagenesis* TDΔ*dddA* overexpressing different biosynthetic genes using 1,3-propanediol as a carbon source. Plasmid pKS and p30 were used as the negative and positive controls, respectively. Gene *dhaT*_*Pp*_ encodes *P. putida* KT2440 alcohol dehydrogenase, *aldD*_*Pp*_ encodes *P. putida* KT2440 aldehyde dehydrogenase, *aldD*_*Hb*_ encodes *H. bluephagenesis* aldehyde dehydrogenase, *GME_RS01345* encodes NAD(P)-dependent alcohol dehydrogenase; *GME_05160* encodes zinc-binding alcohol dehydrogenase, *GME_RS01585* encodes zinc-binding dehydrogenase, *GME_RS00365* encodes alcohol dehydrogenase AdhP. **c** 3HP production and **d** cell growth (DCM) and PHB content under optimal expression levels of aldehyde dehydrogenase. A stronger RBS was cloned instead of the original construct p58 to form plasmid p59. A stronger promoter Pporin replaced the original construct p58 to generate plasmid p60 (Supplementary Table 5). Cells were grown in the defined minimal medium supplemented with 30 g L^−1^ glucose, 10 g L^−1^ 1,3-propanediol, and 3 g L^−1^ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37 °C. Initial pH of all shake-flask studies was 9. Two-tailed Student’s *t*-tests were performed to determine the statistical significance for two-group comparisons. **e** The enzyme activity of AldD_Hb_ was assayed using the recombinant *H. bluephagenesis* TDΔ*dddA* harboring p58-p60 deleted with *adhP* gene cultivated in 60-LB medium for 24 h. The comparison of activities was conducted using a crude extract. All data represent the mean of *n* = 3 biologically independent samples and error bars show s.d.

In order to overexpress the mentioned genes encoding putative alcohol dehydrogenases, four related plasmids were constructed combined with the gene *aldD*_*Hb*_ encoding aldehyde dehydrogenase, and *H. bluephagenesis* TDΔ*dddA* was transformed using the resulting plasmids, respectively (Fig. 2b). The result showed only one strain harboring *GME_RS00365* gene *adhP* was able to produce 3.3 g L^−1^ 3HP (Fig. 2b). Thus, the gene *adhP* was identified to encode the 1,3-propanediol dehydrogenase with relatively high activity to convert 1,3-propanediol to 3HP.

An expression module, which does not hamper the cell growth during the 3HP production, was designed by optimizing the expression levels of *aldD*_*Hb*_ encoding aldehyde dehydrogenase (Fig. 2c). The *H. bluephagenesis* TDΔ*dddA* harboring p59 equipped with a stronger RBS and p60 with a stronger promoter, respectively, achieved a higher yield of ~7 g L^−1^ 3HP, compared to the control *H. bluephagenesis* TDΔ*dddA* harboring p58 without a stronger promoter or RBS (Fig. 2c). Moreover, polyhydroxybutyrate (PHB) contents produced by *H. bluephagenesis* TDΔ*dddA* (p58), *H. bluephagenesis* TDΔ*dddA* (p59) and *H. bluephagenesis* TDΔ*dddA* (p60) were similar (Fig. 2d). The above results demonstrated that the *aldD*_*Hb*_ upregulated expression level could enhance 3HP production. In addition, we compared the enzyme activity of AldD_Hb_ in the recombinant *H. bluephagenesis* TDΔ*dddA* harboring p58, p59 or p60 deleted with the *adhP* gene (Fig. 2e). Consistent with the significant increase of 3HP yield, the enzyme activity of AldD_Hb_ was significantly increased by optimizing the promoter or ribosome binding site (RBS) sequence of *aldD*_*Pp*_ (Fig. 2e). Since 1,3-propanediol was almost completely consumed while glucose was still available at 48 h of cultivation when 30 g L^−1^ glucose and 10 g L^−1^ 1,3-propanediol were added to cultures, a higher final 3HP titer is expected when there are more 1,3-propanediol and less glucose (Supplementary Fig. 7).

### Selection of efficient enzymes for biosynthesis of 3HP in *H. bluephagenesis*

With the successful establishment of 3HP production platform based on *H. bluephagenesis*, 3HP production needed further improvement. The 3HP biosynthetic pathway from 1,3-propanediol comprises two parts, including the formation of 3HPA and subsequent conversion of 3HPA to 3HP (Fig. 1a). To select the efficient enzyme combinations for the 3HP production via 1,3-propanediol oxidoreductase and aldehyde dehydrogenase, different plasmids were constructed to express variants of different pathway components. Specifically, aldehyde dehydrogenase AldH (RefSeq. Accession: WP_001009090.1) of *E. coli* MG1655, 1,3-propanediol oxidoreductase DhaT_Kp_ (GenBank AAP97875.1) and aldehyde dehydrogenase PuuC (RefSeq. Accession: WP_004224052.1) of *K. pneumoniae* were selected (Fig. 3a)^49,51,52^. In the enzyme-screening process, we first compared the efficiency of the selected 1,3-propanediol oxidoreductase encoding genes in combination with *aldD*_*Hb*_ (plasmids p90 and p95). With the co-overexpression of *adhP*, the resultant strain *H. bluephagenesis* TDΔ*dddA* (p90) was shown to have the highest 3HP production (Fig. 3b). Subsequently, the selected aldehyde dehydrogenases encoding genes were evaluated based on *adhP* (plasmids p91, p99, and p100). The *aldD*_*Hb*_ still outperformed its counterparts, producing 3HP at a titer of 7.8 g L^−1^ (*H. bluephagenesis* TDΔ*dddA* (p91), Fig. 3c). However, *H. bluephagenesis* TDΔ*dddA* (p105) containing the *K. pneumoniae* PuuC combination with *K. pneumoniae* DhaT_Kp_ only generated 3HP at a titer of 2 g L^−1^ (Supplementary Fig. 8a).

**Fig. 3:**
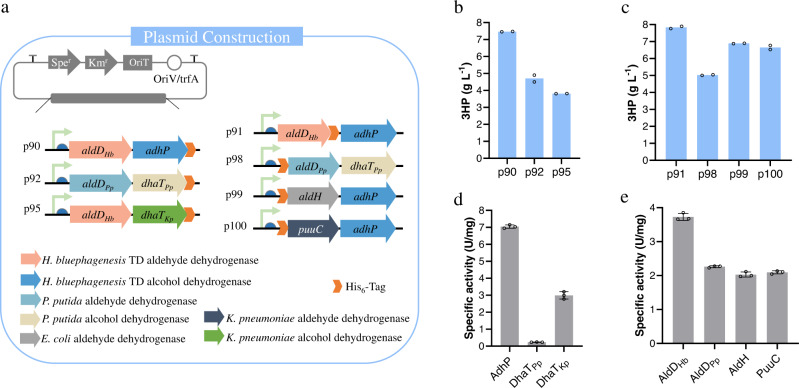
Selection of efficient enzymes for biosynthesis of 3HP in *H. bluephagenesis*. **a** Construction of the plasmids to express enzymes from different species. Following plasmids were constructed: plasmid p90 expressing *adhP* gene with a His-tag on C-terminal, p91 expressing *aldD*_*Hb*_ gene with a His-tag on C-terminal, p92 expressing *dhaT*_*Pp*_ gene with a His-tag on C-terminal and p98 expressing *aldD*_*Pp*_ gene with a His-tag on N-terminal. The *aldH* gene, with a His-tag on N-terminal, was amplified via PCR using *E. coli* genomic DNA as a template and cloned into the p58 by replacing the *aldD*_*Hb*_ gene. This plasmid is labeled as p99. The *dhaT*_*Kp*_ or *puuC* gene, with a His-tag, was amplified via PCR using *K. pneumoniae* DSMZ 2026 genomic DNA as a template and cloned into the p58 by replacing the *adhP* or *aldD*_*Hb*_ gene. These plasmids were labeled as p95 and p100. 3HP production of different alcohol dehydrogenases (**b**), and different aldehyde dehydrogenases (**c**). Cells were grown in the defined minimal medium containing 20 g L^−1^ glucose, 20 g L^−1^ 1,3-propanediol, and 3 g L^−1^ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37 °C. The initial pH of all shake-flask studies was 9. All data represent the mean of *n* = 2 biologically independent. The comparation of the various alcohol dehydrogenases oxidative activities (**d**), and various aldehyde dehydrogenases activities (**e**) in a purified enzyme. All data represent the mean of *n* = 3 biologically independent samples and error bars show s.d.

Enzyme activities in the recombinant *H. bluephagenesis* TDΔ*dddA* overexpressing the three different alcohol dehydrogenases (AdhP, DhaT_Pp_, and DhaT_Kp_) and four different aldehyde dehydrogenases (AldD_Hb_, AldD_Pp_, AldH, and PuuC) were analyzed using their corresponding purified enzymes, respectively (Fig. 3a). The His-tagged enzymes were purified to electrophoretic homogeneity (Supplementary Fig. 9). For the oxidative activity, the specific activity of AdhP was found to be ~7.0 U mg^−1^, higher than the alcohol dehydrogenase of *P. putida* DhaT_Pp_ and *K. pneumoniae* DhaT_Kp_ (Fig. 3d). The aldehyde dehydrogenase enzyme is in general presented as a tetramer. Its C terminus has been known to play an important role in the assembly, and thus a His-tag was introduced to the N terminus. However, the production of 3HP was significantly reduced when the His-tag was introduced to the N terminus of AldD_Hb_ (Supplementary Fig. 8b). Thus, we introduced the His-tag to the C terminus of AldD_Hb_. The specific activity of AldD_Hb_ was ~3.7 U mg^−1^, the highest among all the aldehyde dehydrogenases (Fig. 3e). The AdhP and AldD_Hb_ enzymes kinetic properties of *K*_cat_ and *K*_m_ were characterized (Table 1). The half-saturation constant (*K*_m_) of AldD_Hb_ was low at 0.05 mM, indicating that the AldD_Hb_ has a very high affinity for the substrate 3HPA, and the catalytic efficiency (*k*_cat_/*K*_m_) of the AldD_Hb_ was 100 times higher than that of PuuC at the same condition (Supplementary Table 3). Thus, AldD_Hb_ and AdhP were considered as the efficient enzymes for biosynthesis of 3HP by *H. bluephagenesis*.

**Table 1:** Kinetic parameters of AdhP and AldD_Hb_.

Enzymes	*K*_m_ (mM)	*K*_cat_ (s^−1^)	*K*_cat_/*K*_m_ (s^−1^ mM^−1^)
AdhP^a^	35.41 ± 1.525	4.11 ± 0.05	0.12 ± 0.004
AdhP^b^	1.75 ± 0.278	19.39 ± 0.62	11.19 ± 1.304
AldD_Hb_^c^	0.05 ± 0.002	3.38 ± 0.09	67.45 ± 0.797

Each value represents the mean ± standard deviation in triplicate experiments.

^a^Assay conditions: 100 mM potassium carbonate buffer (pH 9.0) containing 30 mM ammonium sulfate; 2 mM, NAD^+^; 9.7 μg mL^−1^, AdhP; 1,3-propanediol concentration was varied from 1.17 to 600 mM; temperature was set at 37 °C.

^b^Assay conditions: 50 mM Tris-HCl buffer (pH 7.0) containing 0.1 mM NADH; 0.36 μg mL^−1^, AdhP; 3HPA concentration was varied from 0.01 to 20 mM; temperature was set at 37 °C.

^c^Assay conditions: 50 mM, potassium phosphate buffer (pH 8.0) containing 1.0 mM DTT; 2 mM, NAD^+^; 5.7 μg mL^−1^, AldD_Hb_; 3HPA concentration was varied from 0.02 to 15 mM; temperature was set at 37 °C.

### Combinatorial optimization for increasing the production of 3HP

To stabilize microbial production, it is critical to obtain stable gene expressions in *H. bluephagenesis*. This is commonly accomplished via genomic integration of genes of interest. To efficiently manipulate relevant genes, a marker-free CRISPR/Cas9 genome-editing technology was employed^33^, allowing the construction of a 3HP biosynthetic pathway for genome integration (Fig. 4a). The best-performing gene combination, *aldD*_*Hb*_ with *adhP* containing promoter of *phaCAB* operon from *Ralstonia eutropha* H16 and a stronger RBS, were integrated into the chromosome of *H. bluephagenesis* for evaluation on 3HP production (Fig. 4a). The genomic integration of the 3HP biosynthetic pathway does not negatively impact cell growth (Supplementary Fig. 10). As a result, a significant increase of 3HP production was observed in recombinant *H. bluephagenesis* TD22 and *H. bluephagenesis* TD27 containing intact PHB production pathway when compared with its PHB synthesis operon *phaCAB* deleted strains *H. bluephagenesis* TD17 and *H. bluephagenesis* TD25, respectively, indicating that the PHB accumulation could promote 3HP synthesis. Moreover, *H. bluephagenesis* TD27 harboring genome-expressing 3HP endogenous synthetic pathway produced ~9 g L^−1^ 3HP, slightly higher than that synthesized by the plasmid-expressing *H. bluephagenesis* TDΔ*dddA* (p59). Therefore, *H. bluephagenesis* TD27 was taken as the platform for further enhanced 3HP production from 1,3-propanediol (Fig. 4b).

**Fig. 4:**
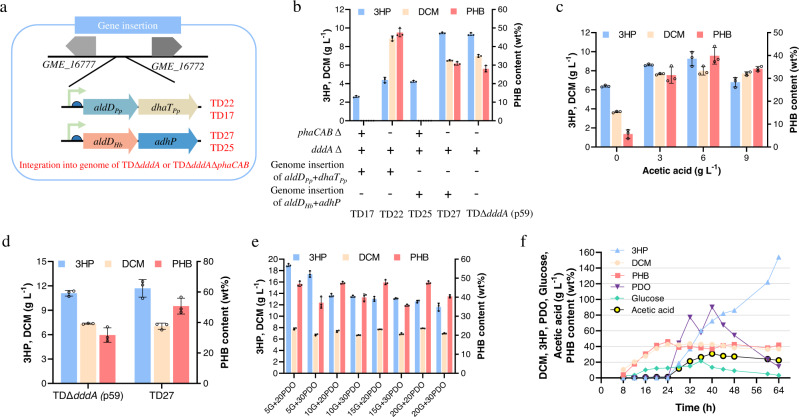
Combinatorial optimization to increase 3HP production. **a** Genome engineering strategy and genetic constructs used for genomic integration. **b** Genome-overexpression and deletion of enzymes in the 1,3-propanediol to 3HP biosynthetic pathway enhanced 3HP production. Gene *dddA* and PHB synthesis operon *phaCAB* encoding 3HP degradation enzyme and PHB synthesis enzymes were deleted, respectively. 1,3-propanediol to 3HP biosynthetic pathway of *P. putida* KT2440 and *H. bluephagenesis* were inserted into *H. bluephagenesis* TDΔ*dddA* and *H. bluephagenesis* Δ*dddA*Δ*phaCAB*, respectively. Cells were grown in the defined minimal medium supplemented with 20 g L^−1^ glucose, 20 g L^−1^ 1,3-propanediol, and 3 g L^−1^ acetic acid. **c** Characterization of 3HP and PHB produced by metabolically engineered *H. bluephagenesis* TD27 cultured at gradient concentrations of acetic acid to balance the redox state. Cells were grown in the defined minimal medium containing 20 g L^−1^ glucose, 20 g L^−1^ 1,3-propanediol, and gradient concentrations of acetic acid (g L^−1^) 0, 3, 6, and 9, respectively. The pH was adjusted to 9 after incubation for 24 h. **d** Characterization of 3HP and PHB produced by metabolically engineered *H. bluephagenesis* TD27 cultured at a modified minimal medium containing different phosphate buffers to balancing the pH fluctuations. Cells were grown with 20 g L^−1^ glucose, 20 g L^−1^ 1,3-propanediol, and 6 g L^−1^ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37 °C. **e** 5, 10, 15, and 20 g L^−1^ glucose (5G, 10G, 15G, and 20G) were co-fed with 20 g L^−1^ 1,3-propanediol (20PDO) or 30 g L^−1^ 1,3-propanediol (30PDO), respectively, to cultures of *H. bluephagenesis* TD27 grown in a modified minimal medium containing 6 g L^−1^ acetic acid. **f** Time profiles of cell growth (DCM), PHB content, and concentrations of carbon sources (glucose, 1,3-propanediol, acetic acid), and 3HP production during the fed-batch culture of *H. bluephagenesis* TD27. 60 g L^−1^ 1,3-propanediol and 6 g L^−1^ acetic acid were added at 24, 32 and 38 h during fed-batch culture, respectively. For the shake-flask cultivation, The initial pH of all shake-flask studies was 9. All data represent the mean of *n* = 3 biologically independent samples and error bars show s.d.

1 M 3HP can be generated from 1 M 1,3-propanediol, accompanied by the generation of 2 M NADH (Fig. 1a). However, an abnormal increase of NADH could lead to cell injury, reduced glycolysis, and TCA cycle^53^. It has been reported that surplus NADH can be used for the reductive metabolism of acetic acid to ethanol in some *Clostridium* species^54^. Acetate is a cost-effective carbon source, which can be obtained from carbon dioxide and hydrolysis or pyrolysis of lignocellulosic biomass like corn stover. Gradient concentrations of acetic acid (0, 3, 6, and 9 g L^−1^) were co-fed to the culture medium of *H. bluephagenesis* TD27 with 20 g L^−1^ glucose and 20 g L^−1^ 1,3-propanediol, respectively (Fig. 4c). The addition of 3 g L^−1^ acetic acid enhanced 3HP production to 8.6 g L^−1^ in shake-flask studies, representing a 35% increase compared to cultures in the absence of acetic acid. As a result, cell growth in terms of dry cell mass (DCM) and PHB content (PHB/DCM) increased 108 and 455%, respectively. The addition of 6 g L^−1^ acetic acid resulted in the highest 3HP, dry cell weight (DCM), and PHB content, reaching approximately 9.3 g L^−1^ 3HP, 8 g L^−1^ DCM, and 40% PHB/DCM (Fig. 4c). The addition of 6 g L^−1^ acetic acid also resulted in a 1.5-fold increase in a total amount of NAD^+^ and NADH and twofold increase in NAD^+^/NADH ratio compared with the result of 0 g L^−1^ acetic acid (Supplementary Fig. 11). Since PhaB of *H. bluephagenesis* is dependent on NADH for PHB synthesis, the synthesis of PHB consumes NADH^55^. The supply of acetic acid can increase acetyl-CoA pool. The excess NADH resulted from 3HP formation via 1,3-propanediol oxidation can be balanced by accelerating PHB synthesis via a larger acetyl-CoA pool, this improves not only the PHB synthesis but also glycolysis, TCA cycle, and 3HP synthesis (Supplementary Fig. 12). Therefore, l-aspartate as the precursor for the de novo biosynthesis of NAD^+^ was possibly improved. As a result, both the total amount of NAD^+^, NADH, and the NAD^+^/NADH ratio were increased.

The pH in the cultures decreased from 9 to 5–6 after 24 h cultivation as the increase of 3HP in shake-flask inhibits cell growth and 3HP production. To stabilize pH above 7 after 24 h cultivation via improving the buffer capacity in the medium, the phosphate buffer was changed to 1.4% K_2_HPO_4_·3H_2_O and 0.52% KH_2_PO_4_ in a modified minimal medium. This generated 12 g L^−1^ 3HP, 7 g L^−1^ DCM and 50% PHB/DCM from *H. bluephagenesis* TD27 grown in shake flasks, this was comparable to that of plasmid-expressing *H. bluephagenesis* TDΔ*dddA* (p59) (Fig. 4d), along with an over 90% conversion ratio of 1,3-propanediol to 3HP (Supplementary Fig. 13).

The glucose level should be reduced to allow the minimum amount of glucose for efficient production of 3HP. Gradient concentrations of glucose (5, 10, 15, and 20 g L^−1^) were co-fed with 20 or 30 g L^−1^ 1,3-propanediol, respectively, to cultures of *H. bluephagenesis* TD27 (Fig. 4e). The addition of 5 g L^−1^ glucose and 20 g L^−1^ 1,3-propanediol resulted in ~18.9 g L^−1^ 3HP, 7.8 g L^−1^ DCM, and 47% PHB/DCM (Fig. 4e). In the presence of 5 g L^−1^ glucose and 20 g L^−1^ 1,3-propanediol, 3.5 g L^−1^ residual 1,3-propanediol together with 0.2 g L^−1^ acetic acid were found in the culture together with less than 0.1 g L^−1^ residual glucose in the cultures of *H. bluephagenesis* TD27, indicating that the reduction of glucose enhanced 3HP production (Supplementary Fig. 14). An excess amount of NADH is formed during glycolysis and degradation of pyruvate to acetyl-CoA in the presence of sufficient glucose. The excessive NADH condition associated with 3HP formation and glycolysis can in turn inhibit glycolysis and 3HP synthesis (Supplementary Fig. 12). Thus, a reduced amount of glucose may reduce the NADH produced by glycolysis during 3HP synthesis, resulting in more conversion of 1,3-propanediol to 3HP.

*E. coli* and *H. bluephagenesis* were transformed using plasmids p30 and p59 expressing AldD_Pp_ and DhaT_Pp_ cloned from *P. putida* KT2440, AldD_Hb_ and AdhP from *H. bluephagenesis*, respectively. *E. coli* was cultured in a modified minimal medium containing 1% NaCl, and *H. bluephagenesis* in another modified minimal medium containing 6% NaCl. Recombinant *E. coli* harboring alcohol dehydrogenase (AdhP) and aldehyde dehydrogenase (AldD_Hb_) cloned from *H. bluephagenesis* produced only 0.7 g L^−1^ 3HP. In contrast, the *H. bluephagenesis* TDΔ*dddA* (p59) generated 11 g L^−1^ 3HP compared to only 5 g L^−1^ 3HP secreted by *H. bluephagenesis* TDΔ*dddA* (p30) harboring the DhaT_Pp_ and AldD_Pp_ from *P. putida* KT2440 (Supplementary Fig. 15).

To further enhance 3HP production, the fed-batch fermentation process was optimized employing various feeding strategies, including continuous or intermittent feeding strategy during the late period of growth. During the continuous feeding process, cell growth was inhibited when 1,3-propanediol and glucose were fed at 8 h. 60 g L^−1^ 3HP with <30 g L^−1^ DCM were obtained from cultures of *H. bluephagenesis* TD27 (Supplementary Fig. 16). The production of 3HP will convert a large amount of NAD^+^ into NADH during the logarithmic growth phase, which changes the redox balance. Excessive NADH generates feedback inhibition to glycolysis, negatively affecting cellular catabolism and growth. In addition, the enzyme activity of AldD_Hb_ was observed to decrease over time, and the activity of AdhP was observed to increase up to 24 h (Supplementary Fig. 17). When 60 g L^−1^ 1,3-propanediol was added at 24, 28, and 32 h during fed-batch fermentation process to separate cell growth and 3HP production, the engineered *H. bluephagenesis* TD27 produced 154 g L^−1^ 3HP with a yield and productivity of 0.93 g g^−1^ 1,3-propanediol and 2.4 g L^−1^ h^−1^, respectively (Fig. 4f).

### Engineering *H. bluephagenesis* TD27 for productions of 3HP and its copolymers

Polyhydroxybutyrate or poly-3-hydroxybutyrate (PHB), is very brittle due to its high crystallinity that limits its application. In contrast, poly-3-hydroxypropionate (P3HP) shows good combined mechanical properties including an elongation at break of more than 600% and Young′s modulus of 300 MPa–3 GPa^56^. The low melting temperature *T*_m_ of P3HP is <100 °C, which limits its stability in a higher temperature environment. On the other hand, the *T*_m_ of PHB is high which can reach 176 °C. Thus, copolymerization of 3HB and 3HP compensate for the weak properties of each homopolymers^57^. Since recombinant *H. bluephagenesis* produced 3HP efficiently, 3HP-related copolymers are expected to be produced appropriately. It was reasonable to assume that adequate 3HP-CoA and appropriate PhaC polymerase are essential for the accumulation of copolymer P3HB3HP consisting of 3-hydroxybutyrate (3HB) and 3HP, given the PHB is natively synthesized by *H. bluephagenesis* (Fig. 5a). To produce P3HB3HP, coenzyme A ligase domain (Pcs) from *Chloroflexus aurantiacus*, propionyl-CoA synthase (PrpE) from *E. coli*, acetyl-CoA synthase (AcoE) from *Ralstonia entropha*, and propionaldehyde dehydrogenase (PduP) from *Salmonella typhimurium*, were selected to generate 3HP-CoA from 3-hydroxypropionic acid and from 3-hydroxypropionaldehyde, respectively. PhaC polymerase from *R. entropha* was chosen for its strong 3HP polymerization ability when expressed in other bacteria including *E. coli* (Fig. 5a)^58^.

**Fig. 5:**
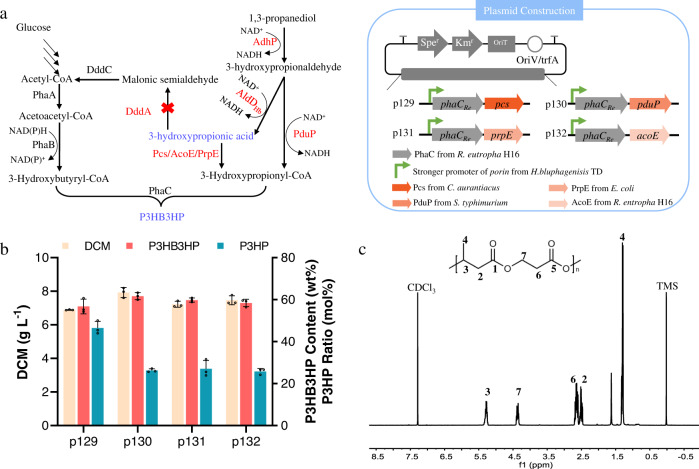
Enzyme screening for improving biosynthesis of P3HB3HP by engineered *H. bluephagenesis* TD27. **a** Strategies for microbial co-production of 3HP and P3HB3HP involving a combination of genome-based gene expression and plasmid-based gene expression. Red color “X” indicates the inactivation of metabolic pathways. Gene *adhP* encodes 1,3-propanediol dehydrogenase from *H. bluphagenesis*, *aldD*_*Hb*_ encodes aldehyde dehydrogenase from *H. bluphagenesis*, *pcs* encodes coenzyme A ligase domain from *Chloroflexus aurantiacus*, *pduP* encodes propionaldehyde dehydrogenase from *Salmonella typhimurium*, *prpE* encodes propionyl-CoA synthase from *E. coli*, *acoE* encodes acetyl-CoA synthase from *Ralstonia entropha*. Genes were expressed under the control of constitutive promoters in a multiple-copy episomal plasmid pKS. **b** P3HB3HP contents and monomer compositions generated by engineered *H. bluephagenesis* TD27 overexpressing different 3-hydroxypropionyl-CoA biosynthetic genes. Cells were grown in the modified minimal medium containing 20 g L^−1^ glucose, 10 g L^−1^ 1,3-propanediol, and 6 g L^−1^ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37 °C. The initial pH of all shake-flask studies was 9. All data represent the mean of *n* = 3 biologically independent samples and error bars show s.d. **c** ^1^H NMR of P(3HB-*co*-40% 3HP) copolymers produced by the engineered *H. bluephagenesis* TD27 overexpressing *pcs*. TMS tetramethylsilane (internal standard).

The strong 3HP producer *H. bluephagenesis* TD27 was then transformed with the four constructs, and P3HB3HP was successfully produced in 7 g L^−1^ DCM containing approximately 60% copolymer (Fig. 5b). *H. bluephagenesis* TD27 overexpressing Pcs and PhaC reached 45% 3HP molar ratio in the P3HB3HP content. The extracellular 3HP yield increased gradually with the increase of 1,3-propanediol concentration in the cell cultures. The P3HB3HP content and P3HP monomer composition increased to a maximum of 54 and 45%, respectively, when 12 g L^−1^ 1,3-propanediol was added to the cultures (Supplementary Fig. 18). The glucose and 1,3-propanediol concentrations were optimized to find the minimum amount of glucose and 1,3-propanediol for efficient production of P3HB3HP. The P3HP molar ratios in P3HB3HP were found to be between 32 and 40% when different concentrations of 1,3-propanediol (2, 4, and 8 g L^−1^) were added, respectively. The DCM and P3HB3HP content increased with the increase of glucose concentration (Supplementary Fig. 19). The fed-batch production of P3HB3HP allowed a 60% polymer accumulation with the P3HP ratio reaching 40% in the copolymers (Supplementary Fig. 20).

The composition of a P3HB3HP was studied using NMR (Fig. 5c). Two characteristic peaks of P3HP at *δ* = 2.59–2.70 and *δ* = 4.31–4.39 ppm (peaks 6 and 7) were identified, together with three peaks of P3HB at *δ* = 1.24–1.33, *δ* = 2.47–2.56 and *δ* = 5.23–5.35 ppm (peaks 4, 2, and 3). The molar ratio of P3HP in this copolymer has been shown can achieve approximately 40% when calculated by integrating the areas of specific related signals.

## Discussion

*H. bluephagenesis* and its recombinants have been demonstrated to be economic chassis for reducing cost for bulk chemicals^37^. A systematic metabolic engineering approach was taken to achieve efficient production by deleting the 3HP degradation pathway combined with overexpression of DhaT_Pp_ and AldD_Pp_ proteins from *P. putida* KT2440 for 3HP production in *H. bluephagenesis* grown in the presence of 1,3-propanediol (Fig. 1a). Moreover, based on the RNA-seq data, the *adhP* and *aldD*_*Hb*_ genes were chosen and overexpressed for enhanced catalytic activities toward 3HP flux (Fig. 2). 

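Both genes were higher in each RNA-seq comparison. *aldD*_*Hb*_ (GME_RS00360) had an RPKM of 876.5 in the wild type on glucose, 16624 with 3HP and 11920 in the 1,3-propanediol library, and *adhP* (GME_RS00365), next to it in the gene order, had 1102, 8442 and 6732. The centred log2 ratio of *aldD*_*Hb*_ was 3.27 (95% counting interval 3.20 to 3.35) with 3HP and 4.57 (4.50 to 4.64) with 1,3-propanediol, and that of *adhP* was 1.96 (1.89 to 2.05) and 3.41 (3.33 to 3.49). Both ratios are taken against the same glucose library, and the strain of the 1,3-propanediol library also differs in genotype. From the genes upregulated with 1,3-propanediol, the paper took alcohol dehydrogenases into the production tests of Fig. 2b, and from these tests it identifies *adhP* as the gene of a 1,3-propanediol dehydrogenase. It also measured the oxidative activity of the purified AdhP enzyme (Fig. 3d), and it found *aldD*_*Hb*_ through its similarity to AldD_Pp_.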

The two combinations of genes along with promoter of *phaCAB* operon from *Ralstonia eutropha* H16 and stronger RBS were inserted into the genome of the *Halomonas* chassis to approach better production performance (Fig. 4a, b). Combining with balancing the intracellular redox state via acetic acid uptake, the recombinant chassis can synthesize 154 g L^−1^ 3HP during the fed-batch growth (Fig. 4f).

Since 3HP based polyhydroxyalkanoates (PHA) polyesters provide improved mechanical strengths for PHA^59^, it has become an attractive idea to make 3HP based PHA. In this study, P3HP3HB copolymer was produced based on the established 3HP synthesis pathway combined with overexpression of *pcs* and *phaC*, two heterologous genes (Fig. 5a). The resulting P3HP3HB copolymer contained a 45% P3HP molar ratio when fed with 1,3-propanediol. The P3HP ratio also can be tuned from 32 to 40% by varying the co-feeding concentrations of 1,3-propanediol and glucose. For the first time, engineered *Halomonas* sp. has been employed to produce P3HB3HP.

The selected substrate 1,3-propanediol contributed to the high 3HP titer (Fig.1a). As mentioned above, 3HP production via metabolic engineering started from 1,3-propanediol could avoid the paradox between glycerol dehydratase and aldehyde dehydrogenase activities, which generate from the imbalance of vitamin B_12_ synthesis and NAD^+^ regeneration. Under the aerobic catalysis of 1,3-propanediol oxidoreductase and aldehyde dehydrogenase, 3HP was formed via the two-step bio-catalysis (Fig. 1a)^23^. This study proposed to use 1,3-propanediol as a substrate for 3HP production. As 1,3-propanediol can be produced efficiently from glycerol, a biodiesel production byproduct under an anaerobic bioprocess, it is cost-effective^60,61^. Under the 1,3-propanediol production conditions, 3HP was outcompeted with relatively low titer due to the low aldehyde dehydrogenase enzyme activity under anaerobic conditions^6^. In this study, 1, 3-propanediol was converted into 3HP, thus bridging low-cost glycerol to high-valued 3HP efficiently. Also, fewer secondary by-products were generated in the traditional processes under aerobic fed-batch condition, especially lactic acid, which is difficult to be separated from 3HP in the culture^6^.

In this study, glucose was added to support cell growth and PHB synthesis. The synthesis of 3HP is derived from 1,3-propanediol (Supplementary Fig. 12). Since crude 1,3-propanediol (not the purified one for making polymer PTT) produced from the microbial conversion of crude glycerol (from biodiesel production) is sold on Chinese local market with a price of $600/ton, conversion of 1,3-propanediol to 3HP is almost 100%, the material cost of 3HP should be around $600/ton excluding other minimal substrate costs. Since 3HP has not been available in large scale on the market, its price is offered based on grams. This is not much value as references for bulk chemicals. However, P3HP3HB with an improved material property over the existing PHBV sold at a price of $7000/ton, should have a much high market value even though 1,3-propanediol is used as a co-substrate.

When PHB production came from consumption of glucose, 3HP yield was increased from 4.2 to 6.4 g L^−1^, and ~0.21 g L^−1^ PHB was produced from 5.8 g L^−1^ glucose (Supplementary Table 4). Theoretically, the conversion of 1 M glucose to acetyl-CoA can produce 4 M NADH, and 1 M 3HB-CoA is generated from 2 M acetyl-CoA, diverting acetyl-CoA away from the TCA cycle where much of the NADH is generated, reducing the formation of 3 M NADH. Therefore, 0.21 g L^−1^ PHB (approximately 2.44 mM 3HB-CoA) can reduce 7.32 mM NADH formation. The 3HP yield was improved by the regeneration of NAD^+^ (via consuming NADH). The excess NADH resulted from 3HP formation via the 1,3-propanediol oxidation feedback inhibits the glycolysis and 3HP production. On the other hand, PHB production from glucose diverts acetyl-CoA away from the TCA cycle. The decrease in anabolism resulting from a weakened TCA leads to the accumulation of NADPH. The increased NADPH inhibits glucose 6-phosphate dehydrogenase activity, resulting in the accumulation of glucose 6-phosphate, thus causing a lower glucose uptake rate. Therefore, the total amount of glucose used reduced 3 g L^−1^ (16.67 mM) compared with no PHB production (Supplementary Table 4), further reducing the formation of 66.68 mM NADH. In conclusion, 74 mM (66.68 plus 7.32) NAD^+^ is saved for 3HP production. Compared with no PHB production, the yield of 3HP should be increased by 3.3 g L^−1^. In fact, 3HP yield increased by 2.2 g L^−1^. This may be due to the excess NADH via the 1,3-propanediol oxidation that also feedback inhibits the 3HP production.

When PHB production from both glucose and acetic acid, 3HP yield was increased from 6.4 to 9.3 g L^−1^, and ~3.2 g L^−1^ PHB was produced from 10.5 g L^−1^ glucose and 4 g L^−1^ acetic acid (Supplementary Table 4). Theoretically, 1 M NADH is needed to produce 1 M 3HB-coA from 2 M acetic acid regardless of the ATP consumption during the conversion of acetate to acetyl-CoA. Therefore, 4 g L^−1^ acetic acid (66.67 mM) can consume 33.33 mM NADH and produce 33.33 mM 3HB-CoA (~2.9 g L^−1^ PHB). Compared with PHB production from glucose, the yield of 3HP should be increased by 1.5 g L^−1^. In fact, 3HP yield increased by 2.9 g L^−1^. This may be attributed to the utilization of ATP that can also promote the consumption of NADH by the respiratory chain. When acetate is added, the consumption of NADH improves 3HP synthesis and glycolysis by accelerating PHB synthesis from a bigger acetyl-CoA pool, the true cell mass increased from 3.5 to 4.8 g L^−1^. As a result, 3HP be produced at 9.3 g L^−1^ with the yield of 1.8 mol mol^−1^ glucose from flask scale studies (Supplementary Table 4). When the amount of glucose used was 5 g L^−1^, 3HP was produced at 18.9 g L^−1^ with the yield of 7.6 mol mol^−1^ glucose on flask scales (Supplementary Fig. 14).

Since *H*. *bluephagenesis* is able to grow under an unsterilized conditions with a high tolerance to a high concentration of salt, in this case, it is salt of 3HP, the chassis is promising for industrial production of high titer extracellular small molecules including threonine, succinate, and itaconate^62,63^. In contrast, the most commonly used bacterium, *E. coli*, demonstrated to have a growth inhibition at 10 g L^−1^ 3HP in its culture^64^. *H. bluephagenesis* has been used to produce several PHA including PHB, PHBV, and P3HB4HB. It could be further extended for more PHA synthesis since many PDORs and ALDHs possess broad substrate specificities with the potentials for synthesizing other monomers^65,66^. Poly(3-hydroxybutyrate-*co*-5-hydroxyvderate) (P3HB5HV) and Poly(3-hydroxybutyrate-*co*-6-hydroxyhexanoate) (P3HB6HHX) could also be produced by supplementing corresponding diols to cultures of *H. bluephagenesis* based on the polymer biosynthetic methods mentioned above as some broad specificity CoA transferase and PhaC have been reported^67^. Moreover, it can be assumed that pure P3HP can be produced by deleting PHB synthesis pathway. Since PhaB of *H. bluephagenesis* is dependent on NADH as a cofactor for PHB synthesis, the PHB accumulation can further consume NADH, thus facilitating further synthesis of 3HP. The 3HP monomer synthesis decreased once the deletion of PHB synthesis pathway is completed. In order to produce pure P3HP, the introduction of other metabolic pathways to regenerate NAD^+^ can promote 3HP synthesis after the loss of PHB synthesis pathways. Further investigations could generate more unusual PHA from this chassis.

In conclusion, this study established an effective 3HP production strategy using 1,3-propanediol as a substrate by halophilic chassis *H. bluephagenesis*, demonstrating this strain to be an excellent chassis. The 3HP has also been found to be able to become a monomer of the PHA copolymer P3HP3HB. *H. bluephagenesis*, as a platform for the next generation industrial biotechnology, holds a bright prospect for low-cost productions of both extracellular and intracellular products.

## Methods

### Bacterial strains and growth conditions

Strains and plasmids used in this study are listed in Supplementary Tables 1 and 2. Primers used in this study are listed in Supplementary Data 1. *Halomonas bluephagenesis* strain TD01, the wild-type isolated from Aydingol Lake of Xinjiang province in China, has been deposited in the China General Microbiological Culture Collection Center (CGMCC) under the collection number 4353. *Escherichia coli* S17-1 was used as the host for plasmid construction and the conjugation donor. The plasmids were constructed using Gibson Assembly. Plasmid extraction kits were purchased from Tiangen Biotech Co., Ltd. (Beijing, China). Plasmids for expression were electroporated into *E. coli* S17-1. DNA fragments were amplified using Q5® High-Fidelity DNA polymerase (New England Biolabs Inc., USA).

For molecular biological studies, *E. coli* was cultured at 37 °C in an LB medium containing (g L^−1^) 10 NaCl (Analytical reagent, Sinopharm Chemical Reagent Co., Ltd., China), 10 tryptone (Analytical reagent, Oxoid, England), and 5 yeast extract (Analytical reagent, Oxoid, England). *H. bluephagenesis* was cultured at 37 °C in a 60-LB medium, namely, the LB medium supplemented with 60 g L^−1^ NaCl. A 20-LB medium indicates the LB medium containing 20 g L^−1^ NaCl. Moreover, 15 g L^−1^ agar (BioDee Biotechnology Co., Ltd., Beijing, China) was added before autoclaving for preparing solid media in Petric plates. Ampicillin (100 μg mL^−1^), chloramphenicol (25 μg mL^−1^), kanamycin (50 μg mL^−1^), or spectinomycin (100 μg mL^−1^), all purchased from BioDee Biotechnology Co., Ltd. (Beijing, China), were added to the above media whenever necessary. Absolute ethanol (Analytical reagent, Beijing Tongguang Chemicals Co., China) and chloroform (Analytical reagent, Beijing Tongguang Chemicals Co., China) were used for PHA extraction and analysis. 3HPA, NADH, and NAD^+^ were purchased from Shanghai Kaiwei Biochemical Co., Ltd. and Abmole (Shanghai, China). Unless indicated otherwise, 1,3-propanediol and all other chemicals were obtained from Shanghai Sangon Biotech Co., Ltd.

### Genome editing using CRISPR/Cas9

Gene insertions and deletions on the chromosome of *H. bluephagenesis* were conducted using CRISPR/Cas9 based on homologous recombination^33,68^. After PCR verification and DNA sequencing, the engineered *H. bluephagenesis* TD with *dddA* gene deleted was designated as *H. bluephagenesis* TDΔ*dddA*. *H. bluephagenesis* TD01 deleted with its native PHA synthesis genes *phaA*, *phaB* and *phaC* is named as *H. bluephagenesis* TDΔ*phaCAB*. *H. bluephagenesis* TDΔ*phaCAB* deleted with *dddA* gene is further named as *H. bluephagenesis* TDΔ*phaCAB*Δ*dddA*. *H. bluephagenesis* TDΔ*phaCAB*Δ*dddA* and *H. bluephagenesis* TD*ΔdddA* inserted with *dhaT*_*Pp*_ and *aldD*_*Pp*_ gene from *Pseudomonas putida* KT2440 under the control of P_Re_ promoter in G4 site on its genome are renamed as *H. bluephagenesis* TD17 and *H. bluephagenesis* TD22, respectively. *H. bluephagenesis* TDΔ*phaCAB*Δ*dddA* and *H. bluephagenesis* TDΔ*dddA* inserted with *adhP* and *aldD*_*Hb*_ gene from *H. bluephagenesis* under the control of P_Re_ promoter on the G4 site are renamed as *H. bluephagenesis* TD25 and *H. bluephagenesis* TD27, respectively.

### Conjugation

Conjugation was performed as an efficient way to transform plasmids into *H. bluephagenesis*^37^. *E. coli* S17-1, with plasmids electro-transformed in, were used as donors. The donors and *H. bluephagenesis* recipient cells were cultured at 37 °C for 4 h till the optical density (OD_600_) reached 0.3–0.5. After collecting 1 mL of cells of *E. coli* S17-1 and *H. bluephagenesis* by centrifugation respectively, the pellet cells were washed twice using a 20-LB medium. Then the cells were re-suspended and mixed at a ratio 1:1, followed by incubation on 20-LB plates at 37 °C for 12 h. The mixed bacteria were spread on plates containing corresponding antibiotics and incubated at 37 °C for 24–48 h for single colonies, which were verified by PCR for future use. *H. bluephagenesis* wild-type and recombinant strains were stored in autoclaved 25% (v/v) glycerol at −80 °C if needed.

### Shake-flask studies

For shake-flask PHA production, a defined minimal medium containing 6% NaCl, 0.05% urea, 0.02% MgSO_4_, 1.0% Na_2_HPO_4_·12H_2_O, 0.15% KH_2_PO_4_, 1.0% trace element solution I, 0.1% trace element solution II and 0.1% yeast extract, was used. Phosphate buffer was changed to 1.4% K_2_HPO_4_·3H_2_O and 0.52% KH_2_PO_4_ in a modified minimal medium. The pH of the solution was adjusted to 8.5–9.0 using 5 M NaOH. Trace element solution I comprises 0.5% Fe (III)-NH_4_-citrate and 0.2% CaCl_2_ dissolved in 1 M HCl; Trace element solution II contains 0.01% ZnSO_4_·7H_2_O, 0.003% MnCl_2_·4H_2_O, 0.03% H_3_BO_3_, 0.02% mg L^−1^ CoCl_2_·6H_2_O, 0.003% NaMoO_4_·2H_2_O, 0.002% NiCl_2_·6H_2_O, and 0.001% CuSO_4_·5H_2_O dissolved in 1 M HCl. Glucose was added at a final concentration of 3% at the beginning of the experiment. While 1,3-propanediol (Analytical reagent, Tianjin Guangfu Chemicals Co., China) was added at 0.5% or other concentrations as indicated.

For all shake-flask studies, the microbial glycerol stocks were resuscitated by streaking on fresh 60-LB plates. Single colonies from streaked or newly-conjugated plates were picked and inoculated in the 60-LB medium for 24 h at 200 rpm to acquire the first seed culture, which was further grown on a fresh 60-LB liquid medium at a volume ratio of 1%. The second seed culture was inoculated for 10 h at 200 rpm until its OD_600_ reached 1.0. Afterward, it was inoculated into 500-mL conical flasks containing 50 mL of the defined minimal medium at a volume ratio of 5% and cultivated for 48 h at 200 rpm. Antibiotics were added if needed. The temperature for all cultivations was 37 °C. All data were analyzed and graphed by GraphPad Prism 8.

### RNA sequencing and quantitative RT-PCR

The bacteria were sampled from shake-flask experiments after 12 h cultivation. Then, the samples were centrifuged at 4000 × *g* and 4 °C for 10 min followed by quick-frozen in liquid nitrogen. For RNA sequencing and analysis, they were transported immediately to the testing company in dry ice (solid carbon dioxide). RNA extraction, sequencing, and analysis were performed by Hangzhou Lianchuan Bio Technologies Co. Ltd. Briefly, RNA was extracted by TRIzol® Reagent (Invitrogen, U.S.A). The RNA library was constructed using Illumina Truseq^TM^ RNA sample prep Kit (Illumina, U.S.A). Sequencing was performed using the Illumina Hiseq platform after the processing of libraries via Truseq SBS Kit v3-HS (Illumina, U.S.A). The expression differences were analyzed using edgeR.

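The paper's Supplementary Data 2 and 3 list 384 genes as upregulated and 210 as downregulated with 3HP, and 292 and 285 with 1,3-propanediol. All of these genes lay past 2-fold in the same direction after median centring of the deposited RPKM, and 384, 209, 290 and 285 did so on the ratios as deposited. For genes lower with 3HP and higher with 1,3-propanediol, the centring moves every ratio outward, so this was nearly fixed in advance. As deposited, 210 of the genes kept were lower with 3HP and 294 higher with 1,3-propanediol, close to the paper's 210 and 292. Among the genes kept, median centring called 156, 355, 355 and 167 further genes. Not every upregulated gene of the paper with 1,3-propanediol passed the RPKM filter and was among those kept. The smallest increase among the paper's upregulated genes was a log2 ratio as deposited of 2.17 with 3HP and 0.98 with 1,3-propanediol. After centring, the smallest changes were 1.20 for upregulated and −1.97 for downregulated genes with 3HP, and 1.78 and −1.19 with 1,3-propanediol. The paper's genes had a median number of reads, summed over the compared libraries, of 1862.5, 1101.5, 1658 and 600. The other genes with changes as large had 67, 14, 11 and 64. In all, 439, 211, 313 and 329 genes had changes as large, taken without the RPKM filter. The other genes are therefore few, fewest among those lower with 3HP, and their medians say little. The dispersion value that edgeR was given for single libraries is not given in the sources used here.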

For quantitative RT-PCR, total RNA was isolated from bacterial culture using TRIzol® Reagent according to the manufacturer’s instructions. RNA concentration was determined via spectrophotometry at 260 nm. Removal of genomic DNA and synthesis of cDNA were carried out using PrimeScript RT reagent Kit with gDNA Eraser (Takara). qRT-PCR was conducted using 2× RealStar Green Power Mixture with ROX II (Genstar, China) with the 7500 Fast Real-Time PCR System (Applied Biosystems). Constitutively transcribed 16s rRNA was used as a reference control to normalize the total RNA quantity of different samples. The relative difference of mRNA level was calculated using the ΔΔCt method^69^. Two independent biological samples with three technical repeats for each sample were performed for each qRT-PCR analysis.

### Protein expression and enzyme activities

Plasmids p90, p91, p92, and p98 were constructed encoding genes *adhP*, *aldD*_*Hb*_, *dhaT*_*Pp*_ with a His-tag on C-terminal and *aldD*_*Pp*_ with a His-tag on N-terminal, respectively. The *aldH* gene, with a His-tag on N-terminal, was amplified by PCR using *E. coli* MG1655 genomic DNA as a template and cloned into the p59 plasmid by replacing the *aldD*_*Hb*_ gene. This plasmid was labeled as p99. The *dhaT*_*Kp*_ gene with a His-tag on C-terminal or *puuC* gene with a His-tag on N-terminal was amplified by PCR using *K. pneumoniae* DSMZ 2026 genomic DNA as a template and cloned into the p59 plasmid by replacing the *adhP* or *aldD*_*Hb*_ gene. These plasmids were labeled as p95 and p100. All the recombinant plasmids were conjugated into *H. bluephagenesis* TD*∆dddA* and cultivated in a defined minimal medium containing 20 g L^−1^ glucose, 20 g L^−1^ 1,3-propanediol, and 3 g L^−1^ acetic acid. The recombinant strains were cultured in conical flasks and grown for 24 h. Subsequently, they were harvested by centrifugation under 4000 × *g* and 4 °C for 20 min. Proteins were purified by a His-tag Protein Purification Kit (Beyotime, China) and stored at −80 °C for further usage. The enzyme activity was assayed by a VarioskanFlash plate reader (Version 4.00.53, Thermo Scientific, USA).

The reductive activity (forward reaction) of AdhP, DhaT_Pp_, and DhaT_Kp_ were assayed as follows, respectively: First, the reaction mixture containing 50 mM Tris-HCl buffer (pH 7.0) and 10 nM enzyme was incubated for 2 min at 37 °C. The reaction was initiated by the addition of 0.1 mM of NADH and 5 mM 3HPA. The enzyme activity was determined by measuring the NADH oxidation using the molar extinction coefficient (∆ε_340_) of 6.22 × 10^3^ M^−1^ cm^−1^. The oxidative activity (reverse reaction) of AdhP, DhaT_Pp_, and DhaT_Kp_ were measured as follows: The reaction mixture containing 100 mM potassium carbonate buffer (pH 9.0), 30 mM ammonium sulfate, and 100 nM enzyme was incubated for 2 min at 37 °C. The reaction was initiated by the addition of 2 mM of NAD^+^ and 150 mM 1,3-propanediol^51^. The activity of the aldehyde dehydrogenase was determined by measuring the level of NAD^+^ reduction to NADH at 340 nm. The reaction mixture containing 100 mM potassium phosphate buffer (pH 8.0), 1 mM DTT, and 100 nM enzyme was incubated at 37 °C for 5 min. The reaction was initiated by adding 2.0 mM 3HPA and 2.0 mM NAD^+^. The amount of NADH formed was studied using a molar extinction coefficient (∆ε340) of 6.22 × 10^3^ M^−1^ cm^−1^. One unit of aldehyde dehydrogenase activity was defined as the amount of enzyme needed to reduce 1 μmol of NAD^+^ to NADH in 1 min^49^.

### NADH assays

All cells were harvested after fermentation via centrifugation under 2500 × *g* at 4 °C for 10 min. 200 μL cells were collected from each sample, followed by washing using ice-cold PBS at pH 7.4. The obtained pellet was disrupted by a chemical lysis method using 400 μL BugBuster^®^ Master Mix (ThermoFisher Scientific Inc., USA). All operations were strictly conducted based on instructions of NAD/NADH Assay Kit S0175 (Beyotime, China).

### 3HP and PHB production in a 7 L fermenter

Fed-batch studies were performed in a 7 L *BioFlo* fermenter (New Brunswick Scientific, U.S.A) with a 3 L working volume without sterilization. The growth temperature was 37 °C, maintained via a cooling circulation pump (Henan Jinghua Instrument, China). The pH was maintained at 8.5 using an automatic pump added 5 M NaOH into the culture system when needed. The fermentation agitation speed was set at 200 rpm at the beginning, coupled with dissolved oxygen (DO) concentration, and gradually increased to 800 rpm to maintain the DO level above 30% compared with the one in a cell-free fermenter (set as 100%). The agitation speed was maintained at 800 rpm to the end of fermentation. The inlet airflow rate was maintained at 3 L min^−1^ during the entire fermentation process.

The seed culture has the same medium as that in shake flasks. A 300 mL seed culture (10% of the total volume) was prepared for inoculation into the fermenter. The OD_600_ of the seeds was adjusted to 3. For fermentor studies, low-cost substrates were used and the defined minimal medium was modified by utilizing 16 g L^−1^ corn steep (Baisheng, Shandong Biotechnology Co., Ltd., China) instead of the expensive yeast extract, the NaCl concentration was reduced to 40 from 60 g L^−1^.

For 3HP production, a two-stage and intermittent feeding strategy were adopted using different feeding solutions. 400 mL feeding solution I containing 800 g L^−1^ glucose and 30 g L^−1^ urea was used to increase cell mass accumulation and PHB formation during the first 16 h. 200 mL feeding Solution II containing 800 g L^−1^ glucose and 15 g L^−1^ urea was added after feeding Solution I exhausted. The flow rates of the feeding solutions depended on the residual glucose concentrations that should be controlled between 5 and 10 g L^−1^ measured using the GA-3 blood glucose meter and GA-3 blood glucose test strip (Sinocare, China). 60 g L^−1^ 1,3-propanediol and 6 g L^−1^ acetic acid were added three times separately at 24, 32, and 38 h after the beginning of the fermentations. OD_600_ of the cultured bacteria was measured by a V-5600 visible light spectrophotometer (Shanghai Yuanxi Instrument, China).

For P3HB3HP production, a two-stage feeding strategy was used with different feeding solutions. 400 mL feeding solution I containing 800 g L^−1^ glucose, 30 g L^−1^ urea, and 75 g L^−1^ 1,3-propanediol was used to increase cell mass and P3HB3HP formation during the first 20 h. 200 mL feeding solution II containing 800 g L^−1^ glucose, 15 g L^−1^ urea, and 75 g L^−1^ 1,3-propanediol was added after feeding solution I exhausted.

### PHA purification and analysis

After shake-flask growth, cells were harvested by centrifugation (CR21 GIII, Hitachi, Japan) at 8000 × *g* for 10 min, washed twice with distilled water, and placed in −80 °C for 4 h. After cells lyophilizing for 12 h, their intracellular PHA was extracted using a Soxtec 2050 Soxhlet extractor (Foss, Denmark). PHA polymers were purified by re-dissolving the extracted materials in chloroform, then precipitated using absolute ethanol, centrifuged at 12,000 × *g* for 10 min to harvest the purified PHA materials, followed by lyophilization again to remove residual ethanol.

The dry cell mass was determined by weighing 30 mL lyophilized centrifuged bacterial cells. For the esterification reaction, 40–60 mg lyophilized cells were placed into a 2 mL esterification reagent containing 3% sulfuric acid and 0.1% benzoic acid, both dissolved in absolute methanol. After adding 2 mL chloroform, the whole reaction was performed at 100 °C for 4 h. PHA contents were determined by GC-2014 gas chromatography (Shimadzu, Japan). P3HB (99.9%, Sigma-Aldrich, Germany) was used as standards, respectively. The peak of benzoic acid was regarded as the internal standard.

### Chemical quantification using high-performance liquid chromatography

Concentrations of 3HP, glucose, acetic acid, and 1,3-propanediol were determined via high-performance liquid chromatography (HPLC). An LC-20 instrument (Shimadzu, Japan) with an Aminex HPX-87H column (Bio-Rad, U.S.A) and a RID-10A refractive index detector (Shimadzu) was employed. The mobile phase was a 5 mM degassed H_2_SO_4_ with a flow rate of 0.5 mL min^−1^. The column temperature was maintained at 55 °C^70^. The culture media were centrifuged at 12,000 × *g* and 4 °C for 2 min to obtain the supernatant, which was then filtered through a 0.22 μm polyethersulfone membrane syringe filter (Jinglong, China) and used as the samples with a loading volume of 30 μL. Standards of the above chemicals were prepared by five different concentrations to draw the standard curves, from which the concentrations of the sample were calculated.

### Nuclear magnetic resonance

PHA samples (2–5 mg) were dissolved in deuterated chloroform for ^1^H NMR with a JNM-ECA600 nuclear magnetic resonance instrument (JEOL, Japan). Chemical shifts were given in ppm while 0.03% v/v tetramethylsilane (TMS) served as an internal standard to calibrate against the signal of samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the accession code GSE159233. The DhaT_Pp_, AldD_Pp_, DddA, AldD_Hb_ and AdhP sequences used in this study are under the accession numbers AAN68411.1, AAN66172.1, WP_009721523.1, WP_009721344.1 and WP_039868491.1, respectively. Data supporting the findings of this work are available within the paper and its supplementary information files. A reporting summary for this article is available as a supplementary information file. All relevant data are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Hyperproduction of 3-hydroxypropionate by Halomonas bluephagenesis
**Source:** Nat Commun. 2021 Mar 8;12:1513. doi: 10.1038/s41467-021-21632-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

Hyperproduction of 3-hydroxypropionate by *Halomonas bluephagenesis*

Jiang *et al.*

Supplementary Figures

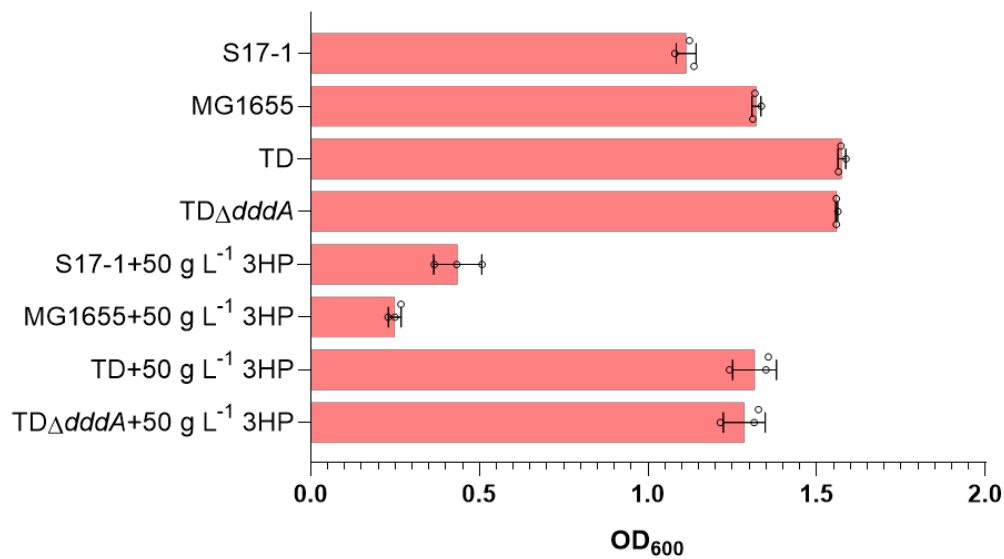

Supplementary Figure 1. The 3HP tolerance of *E. coli* and *H. bluephagenesis*. *E. coli* S17-1 and MG1655 were grown in microtiter plates added with 200 μ l LB medium containing 0 and 50 g L⁻¹ 3HP, respectively. *H. bluephagenesis* TD and TD Δ dddA were grown in microtiter plates added with 200 μ l 60LB medium containing 0 and 50 g L⁻¹ 3HP, respectively. All the samples were cultured at 37°C, pH=7, 600 rpm for 48 h. All data represent the mean of n=3 biologically independent samples and error bars show standard deviations.

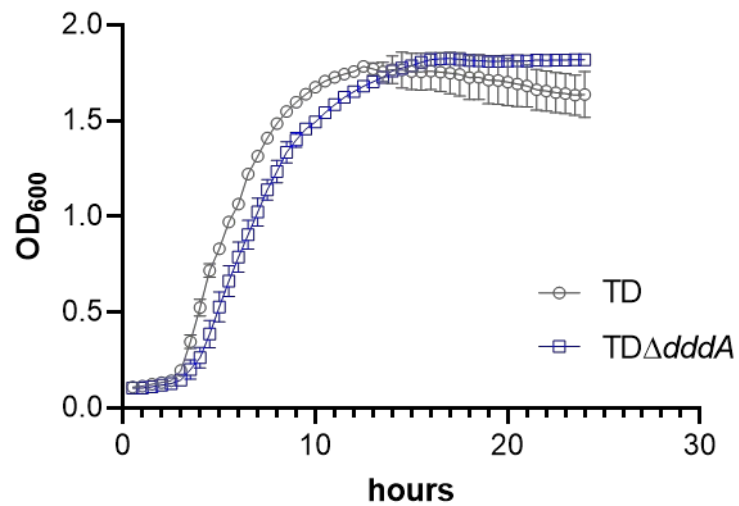

Supplementary Figure 2. Growth of wild type *H. bluephagenesis* TD and *dddA* gene deleted *H. bluephagenesis* TD measured as OD₆₀₀. Cells were grown in microtiter plates added with 200 μ l 60LB medium. All data represent the mean of n=5 biologically independent samples and error bars show standard deviations.

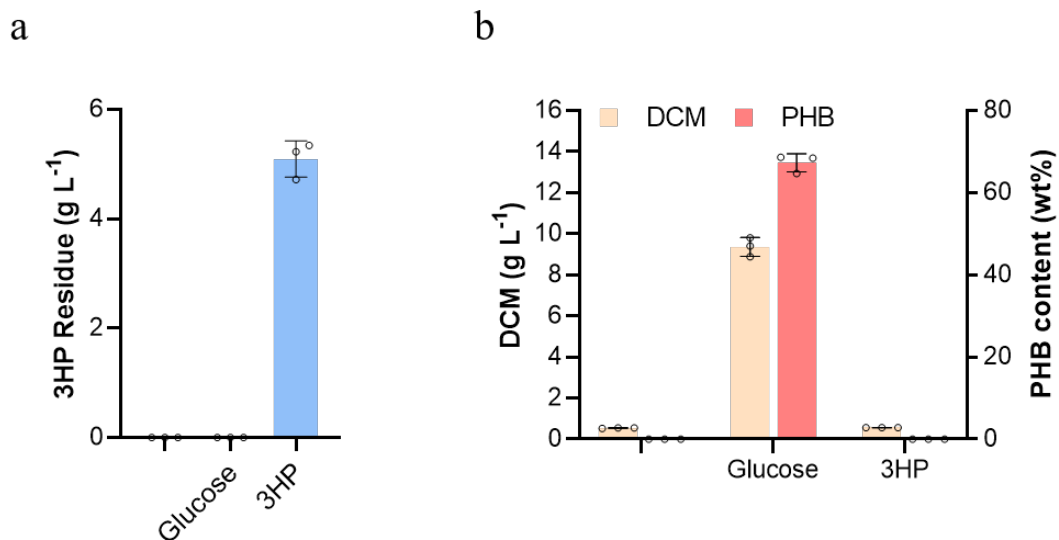

Supplementary Figure 3. Identification of the inactivation of 3HP degradation ability in *H. bluephagenesis* TD Δ dddA. (a) Residual 3HP and (b) PHB production by *H. bluephagenesis* TD Δ dddA in the presence of 30 g L⁻¹ glucose or 5 g L⁻¹ 3HP, respectively. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37°C. The initial pH of all shake flask studies was 9. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

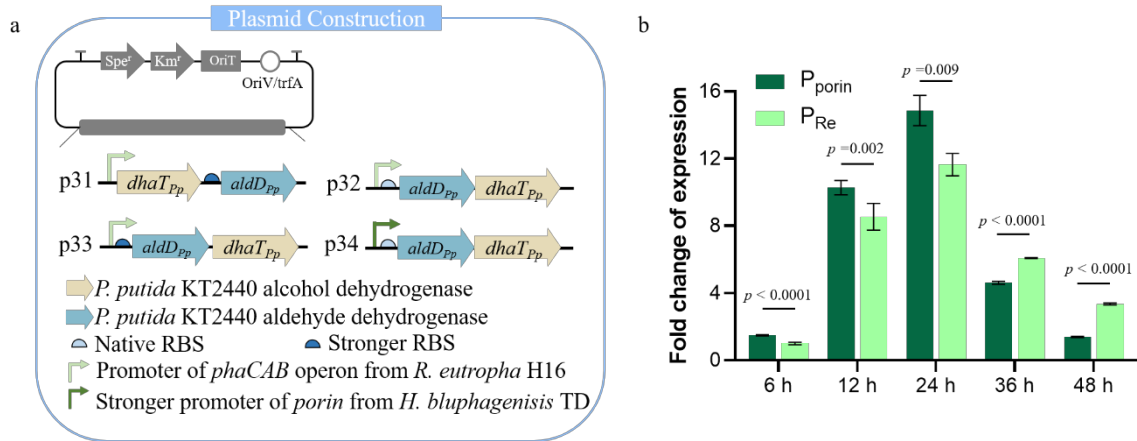

Supplementary Figure 4. Manipulation of expression level of the *aldD_{pp}* gene. **a.** A stronger RBS was cloned instead of the original p30 to construct plasmid p31. The order of *aldD_{pp}* and *dhaT_{pp}* operon was changed to construct p32. The order of *aldD_{pp}* with a stronger RBS and *dhaT_{pp}* operon was changed to construct p33. A stronger promoter was cloned instead of the original p32 to construct plasmid p34. **b.** qRT-PCR analysis of *aldD_{pp}* expression levels under the control of P_{porin} and P_{Re}. Both recombinants were cultured in shake flasks and samples at 6, 12, 24, 36 and 48 h were prepared. All data represent the mean of n=3 biologically independent samples and error bars show s.d. Two-tailed Student's t tests were performed to determine the statistical significance for two comparison groups.

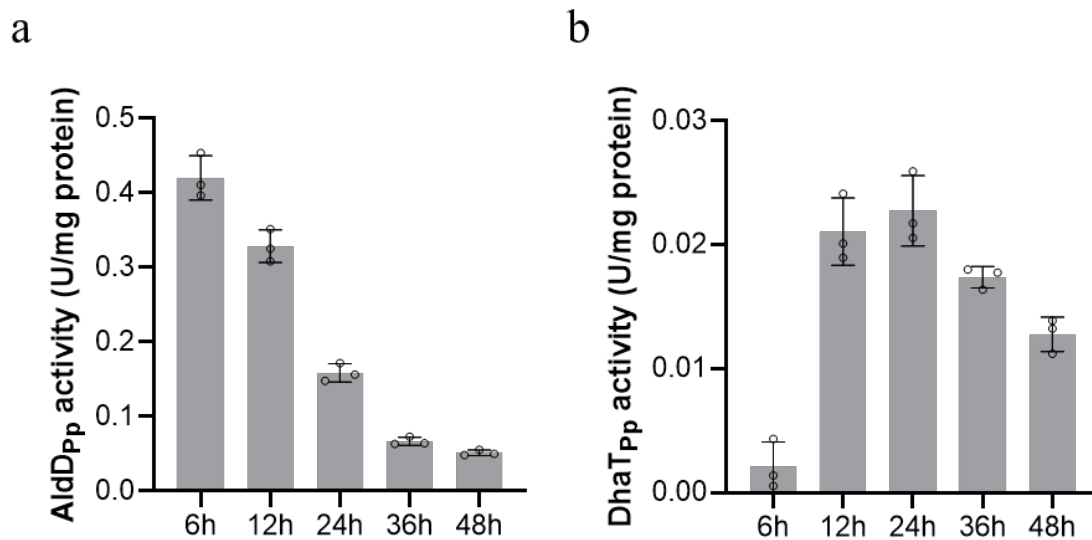

Supplementary Figure 5. AldD_{Pp} (a) and DhaT_{Pp} (b) activities measured over time in crude extracts. *H. bluephagenesis* TDΔdddA overexpressing DhaT_{Pp} or AldD_{Pp} was cultivated in the 60LB medium. The recombinants were cultured in conical flasks and grown for 6, 12, 24, 36 and 48 h, respectively. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

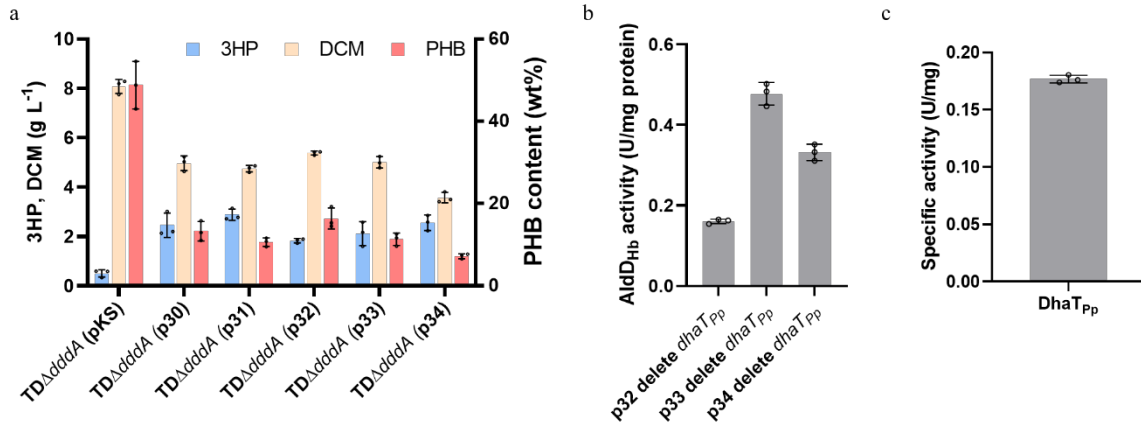

Supplementary Figure 6. Effects of manipulating expression levels of the *aldD_{pp}* gene on production of 3HP and the comparison of enzyme activities. **a.** Cells were grown in the defined minimal medium containing 30 g L⁻¹ glucose and 10 g L⁻¹ 1,3-propanediol. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37°C. The initial pH of all shake flask studies was 9. **b.** The enzyme activity of AldD_{pp} was assayed using the recombinant *H. bluephagenesis* TD Δ dddA harboring p32-p34 inactivated the *dhaT_{pp}* gene cultivated in 60LB medium for 24 h. The comparison of activities was conducted using crude extract. **c.** The specific activity of DhaT_{pp} oxidative activity in purified enzyme. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

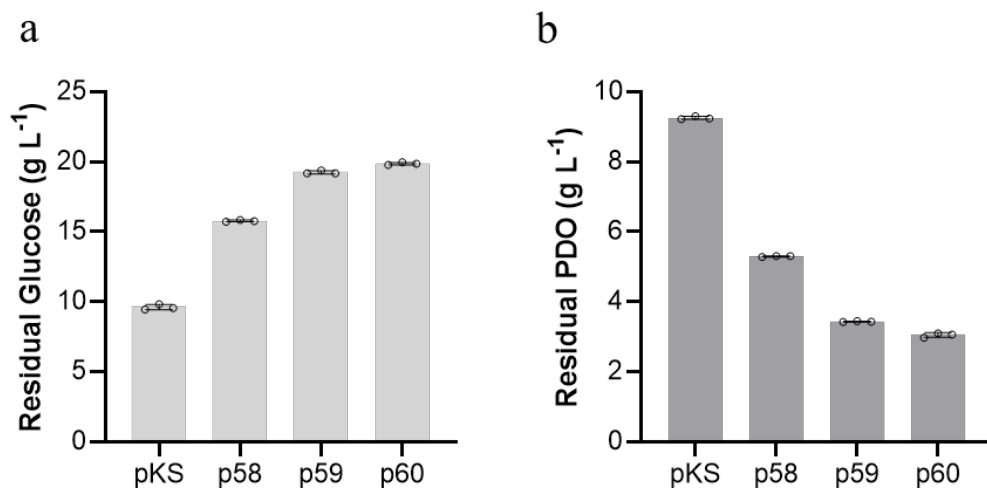

Supplementary Figure 7. Residual glucose (a) and 1,3-propanediol (b) in cultures of *H. bluephagenesis* TD Δ dddA harboring different plasmids, respectively. Cells were grown in the defined minimal medium containing 30 g L⁻¹ glucose, 10 g L⁻¹ 1,3-propanediol and 3 g L⁻¹ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37°C. The initial pH of all shake flask studies was 9. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

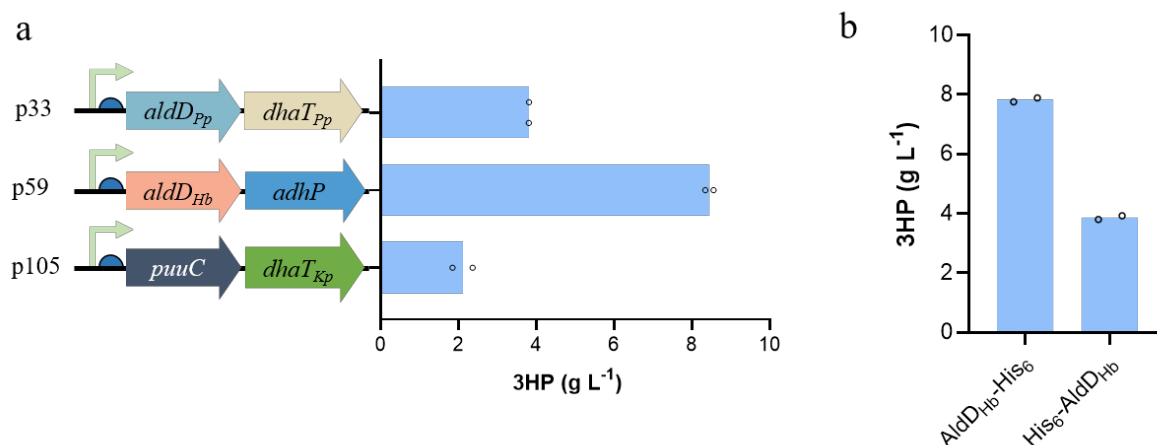

Supplementary Figure 8. 3HP productions using enzymes from different species, respectively. 3HP production using enzymes from different species (**a**) and AldD_{Hb} with different His₆-tag locations (**b**). Cells were grown in the defined minimal medium containing 20 g L⁻¹ glucose, 20 g L⁻¹ 1,3-propanediol and 3 g L⁻¹ acetic acid. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37° C. The initial pH of all shake flask studies was 9. All data represent the mean of n=2 biologically independent samples.

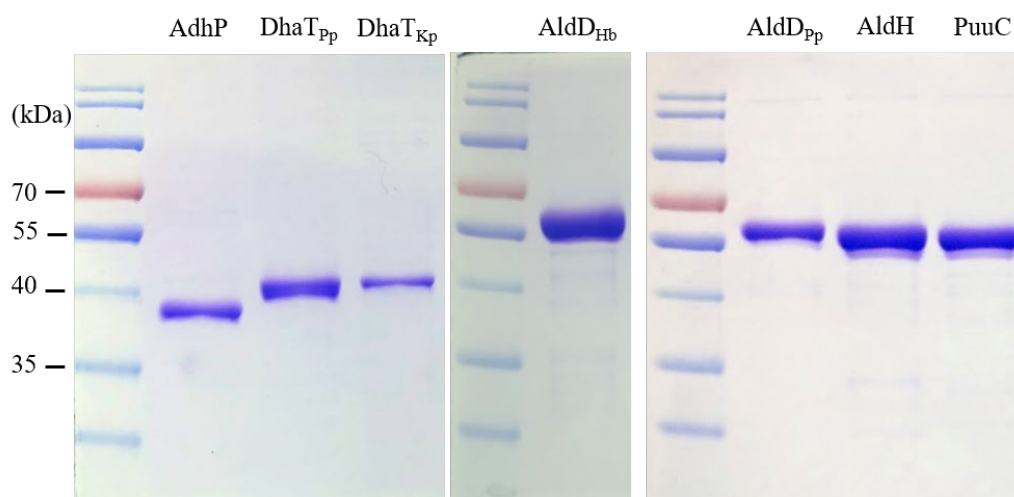

Supplementary Figure 9. SDS-PAGE analysis of recombinant alcohol dehydrogenases (AdhP, DhaT_{Pp} and DhaT_{Kp}) and aldehyde dehydrogenases (AldD_{Hb}, AldD_{Pp}, AldH and PuuC). The purified His₆-tagged enzymes were analyzed in a 12% denatured SDS-PAGE gel. A depiction of one of three independent SDS/PAGE analyses.

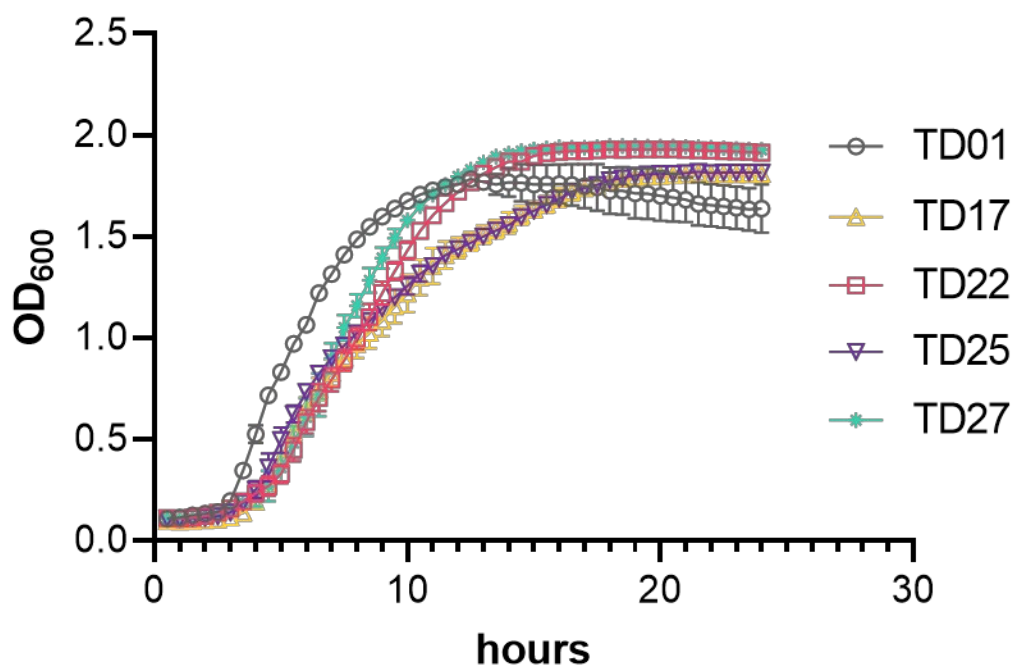

Supplementary Figure 10. Growth of aldehyde dehydrogenase and alcohol dehydrogenase genome-expressing recombinants *H. bluephagenesis*. Cells were grown in microtiter plates containing 200 μ l 60LB medium in each well. All data represent the mean of n=5 biologically independent samples, error bars show standard deviations.

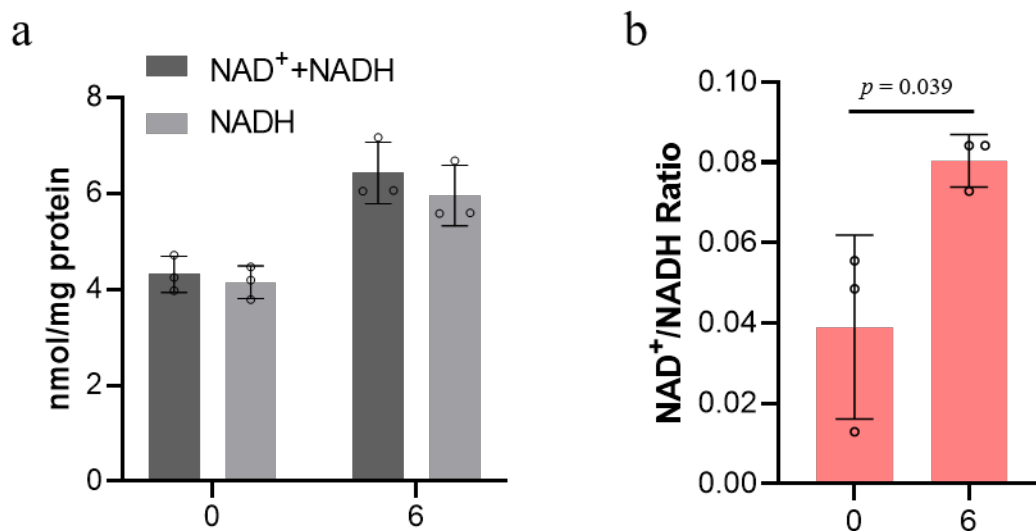

Supplementary Figure 11. Studies on NADH and NAD⁺ in *H. bluephagenesis* during the co-production of 3HP and PHB in the presence and absence of acetic acid, respectively. Total NADH, NAD⁺ + NADH (**a**) and NAD⁺/NADH (**b**) ratio of *H. bluephagenesis* TD27 grown in the modified minimal medium containing 20 g L⁻¹ glucose and 20 g L⁻¹ 1,3-propanediol, in the presence and absence of 6 g L⁻¹ acetic acid for 48 h. All data represent the mean of n=3 biologically independent samples and error bars show s.d. Two-tailed Student's t tests were performed to determine the statistical significance for two group comparisons.

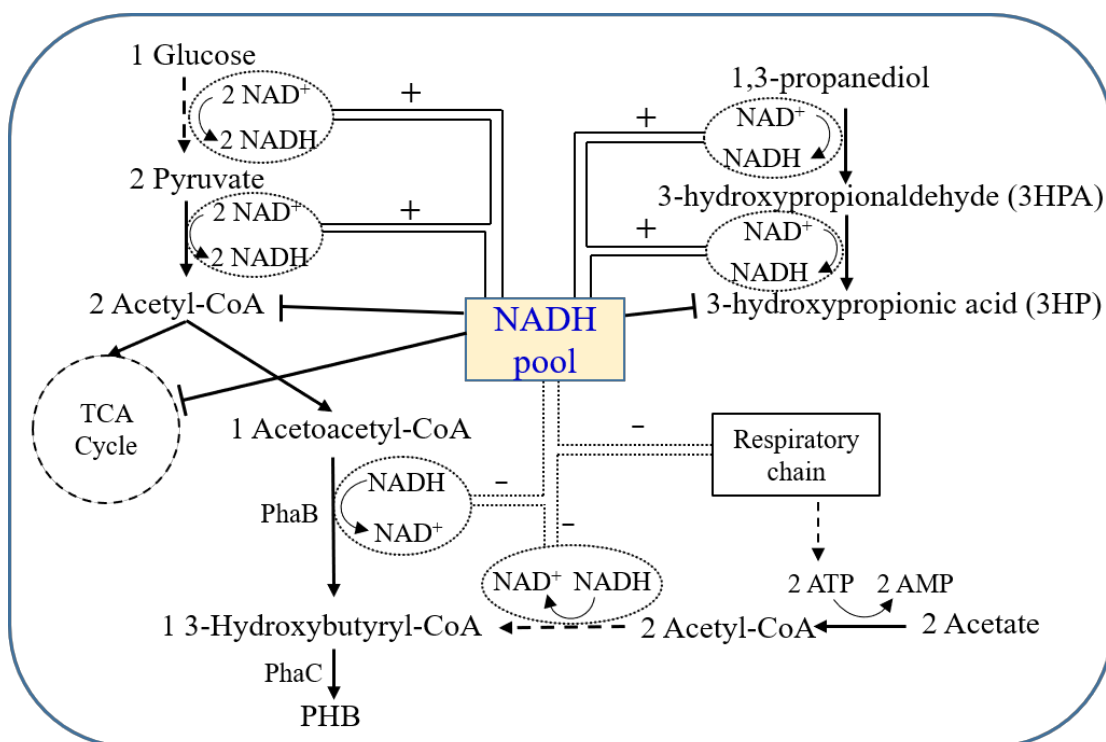

Supplementary Figure 12. Metabolic pathways of PHB and 3HP synthesis in engineered *H. bluephagenesis*. PHB was synthesized directly from acetyl-CoA via NADH dependent fermentative pathway. The NADH-excess condition resulted from 3-HP formation via 1,3-propanediol oxidation can be relieved by accelerating PHB production via a bigger acetyl-CoA pool, improving not only PHA synthesis but also glycolysis, TCA cycle and 3HP synthesis.

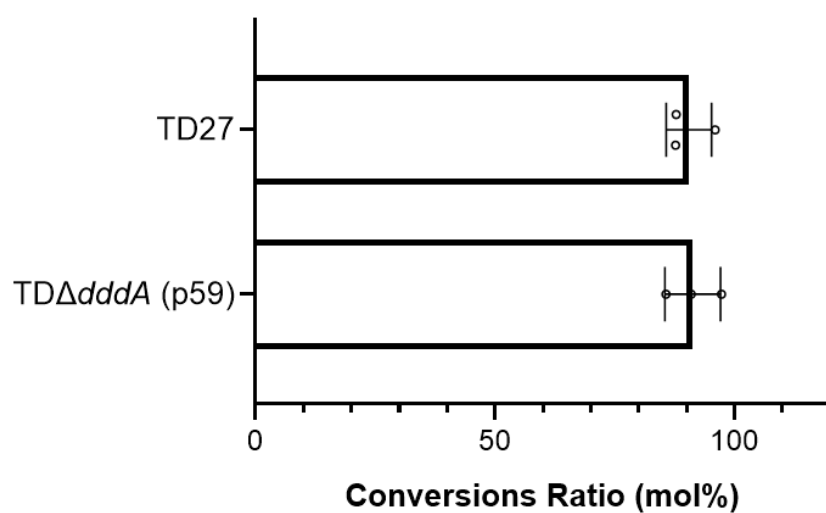

Supplementary Figure 13. Conversion of 1,3-Propanediol to 3HP by *H. bluephagenesis* TD27. 1,3-propanediol conversion efficiency=3HP (mol L⁻¹)/consumed 1,3-propanediol (mol L⁻¹). All data represent the mean of n=3 biologically independent samples and error bars show s.d.

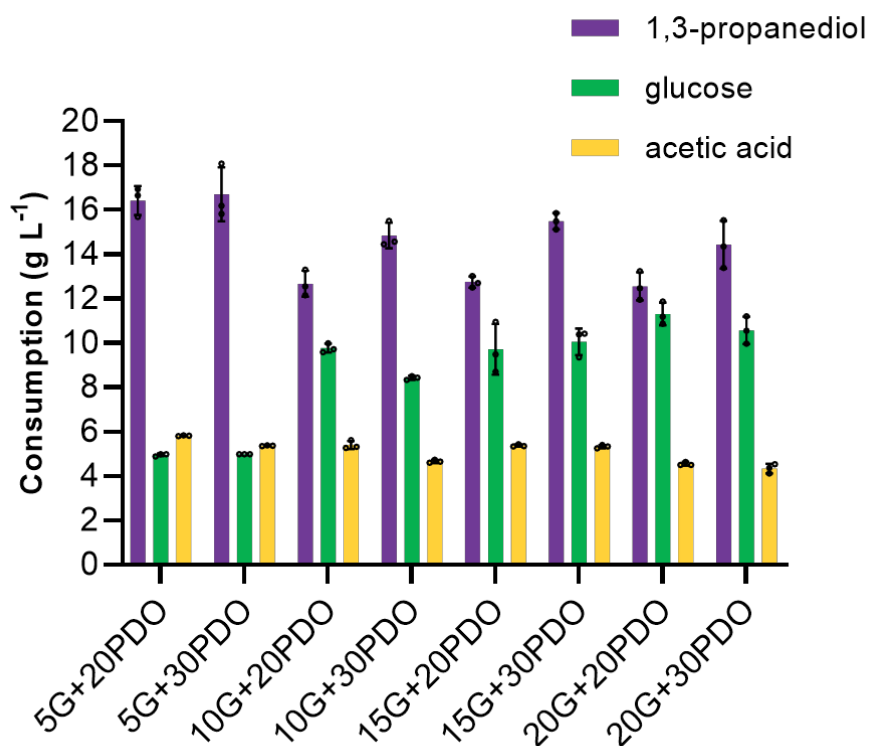

Supplementary Figure 14. Consumption ratios of 1,3-propanediol: glucose: acetic acid for cultures of *H. bluephagenesis* TD27. 5, 10, 15 and 20 g L⁻¹ glucose (5G, 10G, 15G and 20G) were co-fed with 20 g L⁻¹ 1,3-propanediol (20PDO) or 30 g L⁻¹ 1,3-propanediol (30PDO), respectively, to cultures of *H. bluephagenesis* TD27 in a modified minimal medium containing 6 g L⁻¹ acetic acid. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

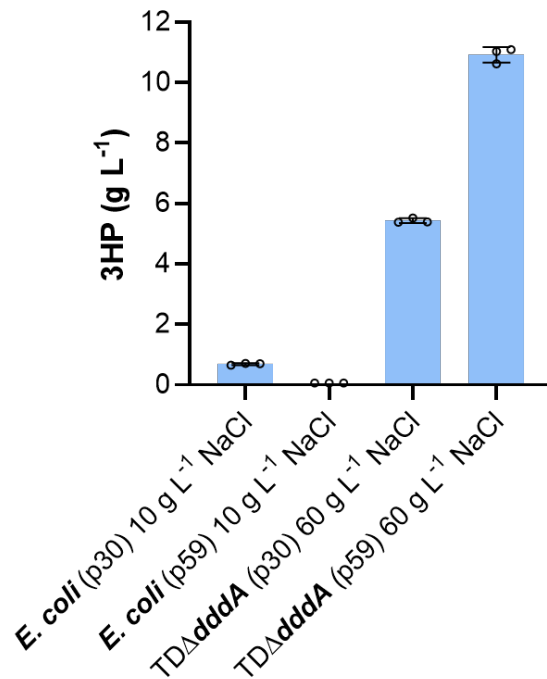

Supplementary Figure 15. Comparison of 3HP production by *E. coli* and *H. bluephagenesis* TDΔdddA. Cells were grown in the modified minimal medium with 20 g L⁻¹ glucose, 20 g L⁻¹ 1,3-propanediol and 6 g L⁻¹ acetic acid. *E. coli* was cultured in a modified minimal medium containing 1% NaCl, and *H. bluephagenesis* in another modified minimal medium containing 6% NaCl. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37°C. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

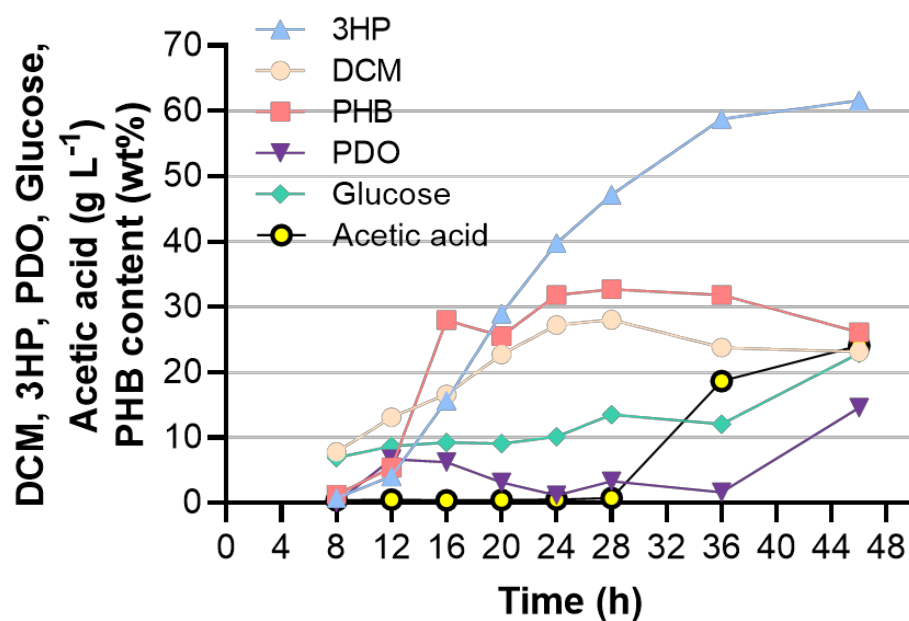

Supplementary Figure 16. Fed-batch fermentation using a continuous feeding strategy.

Time profiles of cell growth (CDW), PHB accumulation and residual concentrations of carbon sources (glucose, 1,3-propanediol, acetic acid) and 3HP formation during the fed-batch culture of *H. bluephagenesis* TD27. 1,3-propanediol and glucose were added at 8 h under the continuous feeding strategy.

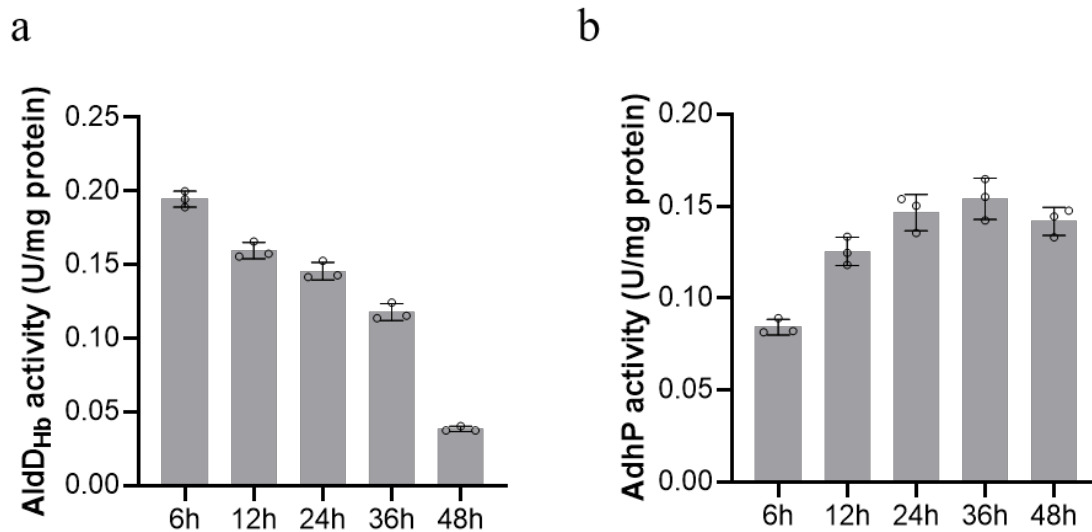

Supplementary Figure 17. AldD_{Hb} (a) and AdhP (b) activities measured over time in crude extracts. *H. bluephagenesis* TD Δ dddA overexpressing AdhP or AldD_{Hb} was cultivated in the 60LB medium. The recombinants were cultured in conical flasks and grown for 6, 12, 24, 36 and 48 h, respectively. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

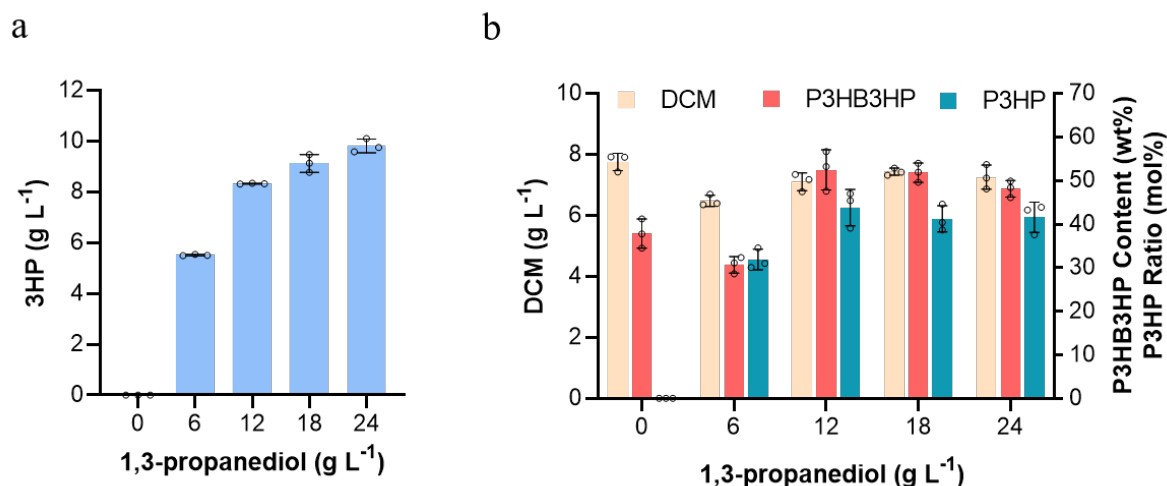

Supplementary Figure 18. Quantitation of 3HP and its copolymers produced by metabolically engineered *H. bluephagenesis* TD27 overexpressing *pcs*. (a) 3HP production and (b) P3HB3HP contents and monomer compositions produced by engineered *H. bluephagenesis* TD27 overexpressing *pcs* grown in the presence of 0, 6, 12, 18 and 24 g L⁻¹ 1,3-propanediol. b. For the shake flask cultivation, cells were grown in the defined minimal medium added with 20 g L⁻¹ glucose and 6 g L⁻¹ acetic acid as carbon source. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37°C. The initial pH of all shake flask studies was 9. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

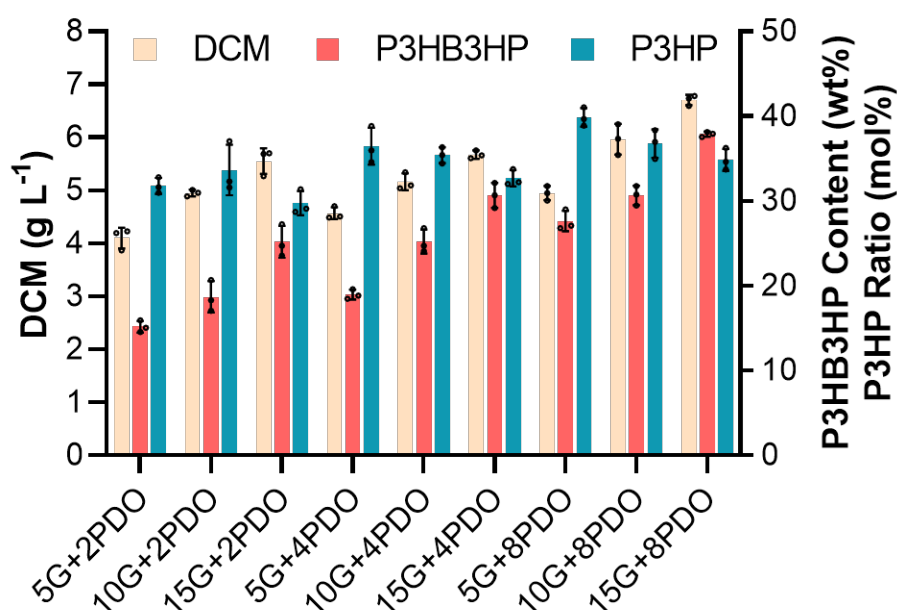

Supplementary Figure 19. Effects of glucose and 1,3-propanediol concentration on the accumulations of P3HB3HP and its 3HP ratio in the copolymer produced by *H. bluephagenesis* TD27 (p129). 5, 10 and 15 g L⁻¹ glucose (5G, 10G and 15G) were co-fed with gradient concentrations of 1,3-propanediol (2, 4 and 8 g L⁻¹) (2PDO, 4PDO and 8PDO), respectively, for growth of *H. bluephagenesis* TD27 (p129). Cells were grown in the modified minimal medium with 6 g/L acetic acid as carbon source and different concentrations of glucose and 1,3-propanediol, respectively. All titers were obtained after 48 h cultivation at 200 r.p.m. and 37° C. The initial pH of all shake flask studies was 9. All data represent the mean of n=3 biologically independent samples and error bars show s.d.

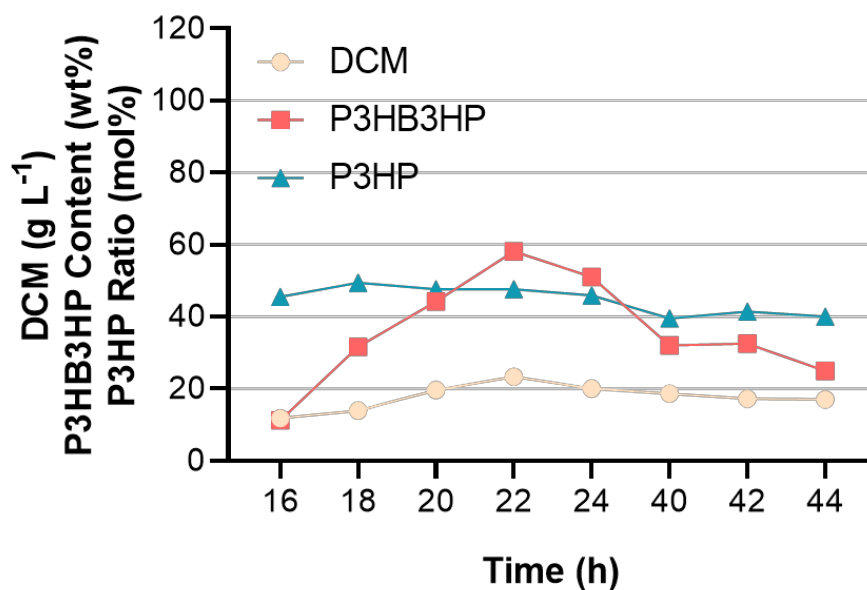

Supplementary Figure 20. Fed-batch fermentation for P3HB3HP production by *H. bluephagenesis* TD 27 (p129). Time profiles of cell growth (CDW), P3HB3HP content and P3HP ratio during the fed-batch cultures of *H. bluephagenesis* TD 27 (p129). 400 ml feed solution I contain 800 g L⁻¹ glucose, 4 g L⁻¹ urea and 75 g L⁻¹ 1,3-propanediol was used to increase cell mass and P3HB3HP formation during the first 20 h. 200 ml feed Solution II containing 800 g L⁻¹ glucose, 15 g L⁻¹ urea and 75 g L⁻¹ 1,3-propanediol was added after fed Solution I exhausted.

Supplementary Tables

Supplementary Table 1. *H. bluephagenesis* strains used in this study.

strain	Descriptions	Source
<i>E. coli</i> S17-1	<i>tra</i> genes of RP4 plasmid integrated on the chromosome; <i>recA</i> , <i>proA</i> , <i>thi-1</i> , <i>endA1</i>	1
<i>H. bluephagenesis</i> TD	wild-type strain	2
<i>H. bluephagenesis</i> TD Δ <i>dddA</i>	<i>H. bluephagenesis</i> TD deleted <i>dddA</i> gene	This study
<i>H. bluephagenesis</i> TD Δ <i>phaCAB</i> Δ <i>dddA</i>	<i>H. bluephagenesis</i> TD deleted <i>phaC</i> , <i>phaA</i> , <i>phaB</i> and <i>dddA</i> gene	This study
<i>H. bluephagenesis</i> TD17	<i>H. bluephagenesis</i> TD Δ <i>phaCAB</i> Δ <i>dddA</i> with RE promoter, <i>dhaT_{Pp}</i> and <i>aldD_{Pp}</i> gene from <i>P. putida</i> inserted into genome	This study
<i>H. bluephagenesis</i> TD22	<i>H. bluephagenesis</i> TD Δ <i>dddA</i> with RE promoter, <i>dhaT_{Pp}</i> and <i>aldD_{Pp}</i> gene from <i>P. putida</i> inserted into genome	This study
<i>H. bluephagenesis</i> TD25	<i>H. bluephagenesis</i> TD Δ <i>phaCAB</i> Δ <i>dddA</i> with RE promoter, <i>adhP</i> and <i>aldD_{Hb}</i> gene inserted into genome	This study
<i>H. bluephagenesis</i> TD27	<i>H. bluephagenesis</i> TD Δ <i>dddA</i> with RE promoter, <i>adhP</i> and <i>aldD_{Hb}</i> gene inserted into genome	This study

Supplementary Table 2. Plasmids used in this study.

Plasmids	Descriptions	Source
pSEVA321	An expression vector, <i>trfA</i> replication origin, <i>oriT</i> , Cm ^R	3
pSEVA341	pRO1600/ColE1 replication origin, <i>oriT</i> , Cm ^R	3
pKS	An pSEVA321 derived vector, Kan ^R and Spe ^R	This study
p30	pKS-pRe- <i>dhaT</i> -native RBS- <i>aldD</i>	This study
p31	pKS-pRe- <i>dhaT</i> -synthetic stronger RBS- <i>aldD</i>	This study
p32	pKS-pRe-native RBS- <i>aldD-dhaT</i>	This study
p33	pKS-pRe-synthetic stronger RBS- <i>aldD-dhaT</i>	This study
p34	pKS-pPorin-native RBS- <i>aldD-dhaT</i>	This study
p55	pKS-pRe-native RBS- <i>aldD_{Hb}-GME_RS01345</i>	This study
p56	pKS-pRe-native RBS- <i>aldD_{Hb}-GME_05160</i>	This study
p57	pKS-pRe-native RBS- <i>aldD_{Hb}-GME_RS01585</i>	This study
p58	pKS-pRe-native RBS- <i>aldD_{Hb}-GME_RS00365(adhP)</i>	This study
p59	pKS-pRe-synthetic stronger RBS- <i>aldD_{Hb}-adhP</i>	This study
p60	pKS-pPorin-native RBS- <i>aldD_{Hb}-adhP</i>	This study
p129	pKS-pPorin- <i>phaC_{Re}-pcs</i>	This study
p130	pKS-pPorin- <i>phaC_{Re}-pduP</i>	This study
p131	pKS-pPorin- <i>phaC_{Re}-prpE</i>	This study
p132	pKS-pPorin- <i>phaC_{Re}-acoE</i>	This study
p90	pKS-pRe-synthetic stronger RBS- <i>aldD_{Hb}-adhP-Histag</i>	This study
p92	pKS-pRe-synthetic stronger RBS- <i>aldD_{Pp}-dhaT_{Pp}-Histag</i>	This study
p95	pKS-pRe-synthetic stronger RBS- <i>aldD_{Hb}-dhaT_{Kp}-Histag</i>	This study
p91	pKS-pRe-synthetic stronger RBS- <i>aldD_{Hb}-Histag-adhP</i>	This study
p98	pKS-pRe-synthetic stronger RBS- <i>Histag-aldD_{Pp}-dhaT_{Pp}</i>	This study
p99	pKS-pRe-synthetic stronger RBS- <i>Histag-aldH-adhP</i>	This study
p100	pKS-pRe-synthetic stronger RBS- <i>Histag-puuC-adhP</i>	This study
p105	pKS-pRe-synthetic stronger RBS- <i>puuC- dhaT_{Kp}</i>	This study

Supplementary Table 3. Kinetic parameters of PuuC.

Enzyme	K_m (mM)	K_{cat} (s^{-1})	K_{cat}/K_m ($s^{-1}mM^{-1}$)
PuuC	9.38 ± 0.24	6.32 ± 0.15	0.67 ± 0.004

Assay conditions: 50 mM, potassium phosphate buffer (pH 8.0) containing 1.0 mM DTT; 2 mM, NAD^+ ; $11.7 \mu g\ ml^{-1}$, PuuC; 3HPA concentration was varied from 0.02 to 15 mM; Temperature was set at 37°C. Each value represents the mean $\pm$ standard deviation in triplicate experiments.

Supplementary Table 4. The glucose used during co-production of 3HP and PHB in the presence and absence of acetic acid.

Cultures	glucose<br>consumption<br>(g L ⁻¹)	acetic acid<br>consumption<br>(g L ⁻¹)	3HP<br>(g L ⁻¹)	DCM<br>(g L ⁻¹)	PHB<br>(g L ⁻¹)
TD25+20G+20PDO	8.82±0.45	0	4.24±0.07	ND	0
TD27+20G+20PDO	5.84±0.23	0	6.39±0.08	3.68±0.07	0.21±0.05
TD27+20G+20PDO+6AA	10.50±0.60	3.99±0.26	9.27±0.61	7.98±0.36	3.18±0.24

H. bluephagenesis TD25: no PHB production, TD25 cultured in the minimal medium containing 20G (20 g L⁻¹ glucose) and 20PDO (20 g L⁻¹ 1,3-propanediol); TD27+20G+20PDO: PHB production from glucose; TD27+20G+20PDO+6AA: PHB production from glucose and acetic acid, 6AA (6 g L⁻¹ acetic acid). ND: not detected. Each value represents the mean ± standard deviation in triplicate experiments.

Supplementary Table 5. Promoter and RBS sequence used in this study.

Name	Sequence (5'-3')
P _{Porin} promoter	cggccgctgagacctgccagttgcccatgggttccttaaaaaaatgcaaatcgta<br>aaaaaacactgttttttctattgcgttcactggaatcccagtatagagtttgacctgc<br>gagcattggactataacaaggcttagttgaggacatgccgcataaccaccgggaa<br>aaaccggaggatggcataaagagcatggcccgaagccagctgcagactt<br>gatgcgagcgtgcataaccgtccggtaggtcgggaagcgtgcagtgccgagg<br>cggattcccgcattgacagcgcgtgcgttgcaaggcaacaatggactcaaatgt<br>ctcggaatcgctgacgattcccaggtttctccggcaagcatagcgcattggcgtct<br>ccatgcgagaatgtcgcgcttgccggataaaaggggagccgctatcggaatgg<br>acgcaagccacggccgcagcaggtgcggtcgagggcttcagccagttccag<br>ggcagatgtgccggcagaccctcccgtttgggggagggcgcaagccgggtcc<br>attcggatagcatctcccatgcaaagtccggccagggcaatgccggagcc<br>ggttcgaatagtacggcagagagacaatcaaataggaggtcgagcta<br>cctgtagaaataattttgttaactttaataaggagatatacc
P _{Re} promoter	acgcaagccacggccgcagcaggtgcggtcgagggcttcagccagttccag<br>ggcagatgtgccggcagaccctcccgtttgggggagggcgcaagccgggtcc<br>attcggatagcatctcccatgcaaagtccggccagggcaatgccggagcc<br>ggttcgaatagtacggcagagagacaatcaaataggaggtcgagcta<br>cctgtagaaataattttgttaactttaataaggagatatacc
Stronger RBS	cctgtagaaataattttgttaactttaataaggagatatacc
gRNA of <i>dddA</i><br>gene deletion	agtgctagacgatttcgccg
gRNA of G4 site<br>gene insertion	ttcacctagctagatgagac

Supplementary References

- 1 Simon, R., Priefer, U. & Pühler, A. A broad host range mobilization system for in vivo genetic engineering: transposon mutagenesis in gram negative bacteria. *Biotechnology. (N. Y.)* **1**, 784-791 (1983).
- 2 Tan, D., Wu, Q., Chen, J. C. & Chen, G. Q. Engineering *Halomonas* TD01 for the low-cost production of polyhydroxyalkanoates. *Metab. Eng.* **26**, 34-47 (2014).
- 3 Silva-Rocha, R. *et al.* The Standard European Vector Architecture (SEVA): a coherent platform for the analysis and deployment of complex prokaryotic phenotypes. *Nucleic Acids Res.* **41**, D666-D675 (2013).

# Supplementary material for: Hyperproduction of 3-hydroxypropionate by Halomonas bluephagenesis
**Source:** Nat Commun. 2021 Mar 8;12:1513. doi: 10.1038/s41467-021-21632-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection The cell growth data were collected using a micro-plate reader (Varioskan Flash, Thermo Scientific), and the other data were collected by commercial equipments and softwares shown in Methods and Materials section.

Data analysis All data were analyzed and graphed by GraphPad Prism 8. The expression differences of RNA-seq data were analyzed using edgeR.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying Figures 1b-e, 2b-e, 3b-e, 4b-f and 5b-c, as well as Supplementary Figures 1-3, 4b, 5-11 and 13-20 are provided as a Source Data file. RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the accession code GSE159233 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159233>). The DhTPp, AldDPp, DddA, AldDHB and AdhP sequences used in this study are under the accession numbers AAN68411.1, AAN66172.1, WP_009721523.1, WP_009721344.1 and WP_039868491.1, respectively. Data supporting the findings of this work are available within the paper and its supplementary information files. A reporting summary for this article is available as a supplementary information file. All relevant data are available from the authors upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The minimal size (generally N=3) was determined by the previous experience, and it sufficient to confirm that results did not vary and were consistent. Sample size is always reported in figure legends.
Data exclusions	No data exclusions.
Replication	For all experiments, the number of replicates is indicated in the figure legend.
Randomization	Bacterial cultures were randomly assigned to treatment under different concentration of acetic acid or PDO.
Blinding	No animal or human participants were used in this study, so blinding was not necessary nor it performed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

# Supplementary material for: Hyperproduction of 3-hydroxypropionate by Halomonas bluephagenesis
**Source:** Nat Commun. 2021 Mar 8;12:1513. doi: 10.1038/s41467-021-21632-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: The primers used in this study.

File Name: Supplementary Data 2

Description: The differentially expressed genes when the cells grown under culture conditions with and without 3HP as the carbon source.

File Name: Supplementary Data 3

Description: The differentially expressed genes when the cells grown with or without 1,3-propanediol in culture media containing 30 g L⁻¹ glucose.

How the deposited data were processed for this re-analysis (not part of the article)

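*Halomonas bluephagenesis* TD was measured by RNA-seq in 3 conditions, with 1 library each: the wild type on glucose, the wild type with 3HP, and a strain labelled as deleted for *dddA* and *dddC* on glucose with 1,3-propanediol. All were sampled after 12 h in shake flasks. The conditions were taken from the sample labels and the paper, and the glucose library is the reference of both comparisons. The authors deposited RPKM per gene for 3579 genes, with an annotation text. According to the submitters' processing notes, Trimmomatic and edgeR were used. The aligner, the counting tool and the genome build are not given in the sources used here, and no genome was used, so that no coordinates are reported and gene names and products are those of the deposited files. Positions relative to other genes are from the order of the files alone.

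From the deposited RPKM, log2 of RPKM + 1 was taken for each gene and the difference between libraries computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with an RPKM of at least 10 in at least one of the compared libraries were kept. The pseudocount of 1 makes the changes of low genes appear smaller than they are. The median over the genes kept was subtracted, because the volcano plots of the paper, seen beforehand, have their apex away from 0. Genes at or past a log2 ratio of 1 were counted, the fold threshold of the paper. The paper also applies a corrected p-value, which was not repeated since single libraries leave no replicate spread. A value of 0 in a library is reported as listed at 0, with no fold.

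The read depth was recovered from the values. RPKM of a gene moves in steps of 1 read, whose size is set by the gene's length and the library's read total. Coding lengths were assumed to be multiples of 3 bases. One set of totals then made the values of all 3557 genes above 0 in the 3 libraries whole reads to within 0.0094 of a read. By chance, 0.293 of these genes would be expected to fit at lengths up to those found, longer lengths of the search not counted. The values of 20 of the 22 genes with a 0 also became whole reads. The totals were 1202410 for glucose, 2139252 for 3HP and 2456055 for 1,3-propanediol, and the reads on genes 2258287, 7240525 and 4689126. What the authors' totals stand for is not given in the sources used here, and reads cannot be told from read pairs. Each gene was given the smallest length that makes its reads whole, so that some genes have too few reads by a common factor. The recovered reads of 391 genes still share a factor over all libraries, which does not show which genes have too few reads. The length found for *aldD*_*Hb*_, 1521 bases, encodes 506 amino acids, the length that the paper gives and that was not used in the search. Genes with under 10 reads numbered 142, 15 and 118 in the glucose, 3HP and 1,3-propanediol libraries. Intervals for single genes are exact 95% binomial (Clopper-Pearson) intervals of the share of a gene's reads in either library, turned into centred log2 ratios, and they cover counting error alone. They treat each recovered read as an independent count, so they are too narrow if both reads of a pair were counted.

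The gene lists, the rule for named genes and the alternatives were fixed before the data were examined, though after the paper's Supplementary Data 2 and 3 had been read. The 32 lists were drawn from the annotation text by word patterns: the dehydrogenases of the qRT-PCR in Fig. 1d, the alcohol dehydrogenases of Fig. 2b, ribosomal proteins, translation factors, aminoacyl-tRNA ligases, PQQ, myo-inositol, sulfate assimilation, the glyoxylate shunt and acetate use, leucine, valine and isoleucine synthesis, nitrate and nitrite, urea and nitrogen control, glucose breakdown with sugar transporters, the TCA cycle, PHA synthesis and storage, propionate and methylmalonate, CoA transferases, aldehyde dehydrogenases, alcohol dehydrogenases, chaperones and heat shock, oxidative stress defence, potassium uptake, ectoine and betaine, cytochrome cbb3 oxidase, other terminal oxidases, ATP synthase, the Na+-pumping NADH dehydrogenase, flagella and chemotaxis, zinc and iron uptake, mobile elements and phage, structural RNAs and housekeeping genes. A list's median ratio was placed among 10000 random lists of the same size drawn from 20 bins of mean expression (seed 1), which describes these libraries and is no test of the conditions. Some patterns took unintended genes. The ectoine and betaine pattern also matched the word beta and was replaced, after the data were seen, by a corrected list of 17 genes. The structural RNA pattern matched only *smpB*, the ribosomal protein list includes the modifying enzymes *prmA*, *prmB* and *rimK*, the housekeeping list holds toxins of the ParE family, the other terminal oxidases include accessory proteins of the cbb3 oxidase, the glyoxylate list includes isopropylmalate synthases, *prpB* and *paaF*, and the TCA cycle list includes *leuB* and *prpF*. The mobile element and phage list includes a tail-specific protease (GME_RS06705) and the recombinase XerC (GME_RS09630). Copies of a transposase can share reads.

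Named in the text are the genes that the paper names for these experiments, the 10 highest and 10 lowest centred log2 ratios of each comparison among genes with an RPKM of at least 100 in either library, the 2 highest and 2 lowest members of each list, genes in runs listed at 0, and the 5 genes with the highest RPKM in each library. Other genes are said to have been chosen after their values were seen. Runs were at least 3 neighbouring genes listed at 0 in one library and at an RPKM of at least 10 in another.

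The calculation was tested on simulated data. With 50 genes simulated at each of the log2 changes 1.5, 3, −1.5 and −3, all 50 of each were called in the 3HP design (3532 genes run) and in the 1,3-propanediol design (3479 genes run), and 0 unchanged genes. Of 100 unchanged lists, 97 and 95 lay within the central 95% of random lists, and all 20 lists moved by 1 lay above it. The changed genes were drawn above an expression floor, the simulated noise was far smaller than the threshold, and no reads were drawn for these genes. The calls of changed genes and of moved lists were therefore fixed by the settings. The real ratios spread more widely, with a robust SD of 0.91 with 3HP and 0.94 with 1,3-propanediol. These simulations check the calculation and give no error rate for the genes called. The recovery of reads returned all 3 simulated totals and the exact reads of 3283 of 3549 genes. The alternatives tried were other scalings (as deposited, equal sums, upper quartile, housekeeping genes, trimmed mean), pseudocounts of 0.1 and 10, other filters on low values, and fold thresholds of 1.5 and 2 on the log2 scale. Correlations with the qRT-PCR were tested with 100000 permutations.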

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

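Of the tests in this part, only the one that leaves out the 100 most abundant genes of each library was set before its result was seen, and the other 5, with the bounds by which they were read, were written after their results were seen.

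Groups of genes that the paper does not discuss differed between the libraries. With 3HP, the median centred log2 ratio was 3.59 for PQQ genes, 3.73 for sulfate assimilation, 2.30 for myo-inositol catabolism, 2.06 for leucine, valine and isoleucine synthesis, 2.46 for ATP synthase and −2.32 for urea use and nitrogen control. In the 1,3-propanediol library it was −4.29 for urea use and nitrogen control and 2.27 for chaperones and heat shock. Most genes of urea use and nitrogen control are lower in both comparisons, which share 1 glucose library, so a state of that culture would move them in both, and this was not tested.

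Most genes had a higher RPKM in the 3HP library than in the glucose library, with a median log2 ratio of 0.97. A candidate explanation is the read total by which the deposited values were divided. The recovered reads on genes are 1.88 times that total for glucose and 3.38 times for 3HP, and per reads on genes the median log2 ratio was 0.13, which is consistent with this explanation. A smaller share of a few abundant genes with 3HP is argued against, as the share of reads beside the 10 most abundant genes was higher by only 0.0937 on the log2 scale. Why the total differs from the reads on genes, and a global change in RNA per cell, stay open and were not tested.

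Most genes had a lower RPKM in the 1,3-propanediol library than in the glucose library, with a median log2 ratio of −0.80. Here the read total is argued against, since the median was −0.81 per reads on genes. A larger share of a few abundant genes may contribute. Without the 100 most abundant genes of each library, 155 genes in all, the median was −0.28, which lies between the bounds set for and against this explanation, so that the share of these genes and a wider change cannot be told apart. The genotype and 1,3-propanediol are further open explanations that the design does not separate.

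A run of 7 neighbouring genes was listed at 0 in the 1,3-propanediol library and not in the other 2 libraries. They are GME_RS18615, GME_RS18620, GME_RS18625, GME_RS18630 (a transcriptional regulator), GME_RS18635, GME_RS18650 (a replication initiation protein) and GME_RS19435 (a helix-turn-helix protein). Too few reads are argued against, since 3281 reads were expected over the run at the shares of the glucose library, with 43.6 for its smallest gene. Of the 3248 genes with at least 40 expected reads, 0 were listed at 0 besides the run and *dddC*. Both a segment missing from the DNA of the sampled strain and complete silence of these genes in this strain or with 1,3-propanediol would give this count, so they cannot be told apart.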

How the results depend on the processing

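The alternative on recovered reads was chosen after the data were seen, and so was the corrected ectoine list. The counts of higher and lower genes moved beyond 1.5 times the main count as follows. As deposited, 1724 genes were higher and 210 lower with 3HP, 294 and 1441 with 1,3-propanediol. At equal RPKM sums, 227 and 1974 were higher and lower with 1,3-propanediol, and on recovered reads 284 and 1459. With a log2 threshold of 2 in place of 1 the counts were 191 and 209, and 255 and 147, and with 1.5 they were 330 and 342, and 379 and 216, which follows from the stricter threshold.

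Leaving aside the structural RNA list with its 1 gene, of the 10 lists with a median past 1 in size with 3HP and the 6 with 1,3-propanediol, none changed direction under any scaling, pseudocount or filter tried. Other terminal oxidases with 3HP lost their place as deposited, at equal sums, with the upper quartile, with a pseudocount of 10, and on recovered reads, each of which left 1 list at −1 or lower. They also lost it with a minimum RPKM of 100, where nitrate and nitrite fell below −1 in their place. The NADH dehydrogenase with 1,3-propanediol lost it at equal sums. As deposited, and again without the structural RNA list, 25 lists lay at 1 or higher with 3HP and 8 at −1 or lower with 1,3-propanediol, where equal sums gave 12, recovered reads 8, and a minimum RPKM of 100 gave 7 lists at 1 or higher. The Pearson r with the qRT-PCR was −0.0243 (permutation p = 0.93) without *dddA* and *dddC*. No relation was detected among the other genes. They are few and were all chosen as upregulated in these libraries, so a relation is not excluded. Apart from the threshold, the cause was not tested.

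Of the other values under the alternatives set beforehand, 478 list medians changed by more than rounding and 80 did not, and 140 ratios of single genes did and 40 did not. No paired analysis was possible because each condition has 1 library, and for the same reason no library could be left out and no other split of the samples made. Alternatives on read counts in the files were not run, since the values are RPKM. Depth limits genes with few reads, such as *kdpF* with 4 and *pqqD* with 6 reads on glucose.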

Differences from the paper's values

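The paper's thresholds are a corrected p-value and a log2 fold change of 1, and the counts here use the fold alone. With 3HP, 565 genes were lower here and 210 in the paper. Of the 11 alternatives set before the data were examined, the ratio as deposited and a log2 threshold of 2 bring the count to within 1.5 times of the paper's, and the other 9 do not. The same 2 settings take the higher genes with 3HP, 540 here and 384 in the paper, out of that range, to 1724 and 191. With 1,3-propanediol, 646 genes were higher here and 292 in the paper, and the ratio as deposited, equal RPKM sums and log2 thresholds of 1.5 and 2 come within that range, the other 7 do not. The recovered reads do so too, an alternative chosen after the values were seen, with 284 genes. For lower genes, 452 here and 285 in the paper, a pseudocount of 10, a minimum RPKM of 100 and a log2 threshold of 1.5 do so, and the other 8 do not, with 1441 as deposited, 1974 at equal sums, 147 at a log2 threshold of 2 and 1459 on recovered reads.

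The paper's log2 ratios in Supplementary Data 2 and 3 are not centred. With 3HP they are 7.59 for *dddA* (GME_RS01260), 7.95 for *dddC* (GME_RS01255), 4.25 for *aldD*_*Hb*_ (GME_RS00360) and 2.94 for *adhP* (GME_RS00365), against 6.59, 6.97, 3.27 and 1.96 here. With 1,3-propanediol they are 5.12 for GME_RS01345, 2.43 for GME_RS01585, 2.61 for *adhP* and 3.77 for *aldD*_*Hb*_, against 5.90, 3.22, 3.41 and 4.57 here. Of the 9 alternatives set before the data were examined, the ratio as deposited removes each of these differences and the other 8 do not. The recovered reads, chosen after the values were seen, also remove those of GME_RS01585, *adhP* and *aldD*_*Hb*_ with 1,3-propanediol.

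The RNA-seq folds differ from the paper's qRT-PCR folds, a different assay whose errors are SD, for 11 of the 17 dehydrogenases. The qRT-PCR is relative to ribosomal RNA and the RNA-seq to the median of all genes kept, so the number depends on these unlike references. On the ratios as deposited, all 17 folds are more than 1.5 times the qRT-PCR fold. The fold here and the paper's are 6.05 and 3.87 for GME_RS01240, 5.96 and 3.77 for GME_RS08205, and 3.26 and 2.07 for *paaC* (GME_RS08820). Of the same 9 alternatives, centring on housekeeping genes brings each of these within 1.5 times and a pseudocount of 10 does so for GME_RS08205 and *paaC*, and the others do not. Under none of the 9 alternatives does the fold come within range for *adhP* (3.90 and 1.71), *aldD*_*Hb*_ (9.66 and 2.51), GME_RS07860 (3.87 and 1.74), GME_RS08035 (9.44 and 1.58), GME_RS08270 (20.3 and 1.91), GME_RS08495 (8.79 and 1.87), *leuB* (GME_RS10790, 5.86 and 2.02) and GME_RS15765 (4.15 and 1.92).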

Other observations

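The corrected ectoine and betaine list was chosen after the data were seen, and the other lists were fixed before the files were opened but after the paper's Supplementary Data 2 and 3, with values of these libraries, had been read. With 3HP, chaperones and heat shock had 10 higher and 2 lower genes of 21, with *dnaJ* (GME_RS12210) at a centred log2 ratio of 3.41 and *groL* (GME_RS16885) at 2.84, while *rpoH* (GME_RS14025) stood at −1.38. Flagella and chemotaxis had 13 higher and 2 lower genes of 57 (median 0.66, percentile 100.0), such as *cheW* (GME_RS13270) at 1.92. In oxidative stress defence, whose median of −0.16 is above 0 as deposited, at equal sums and with the upper quartile, 5 of 22 genes were higher and 3 lower, with *ahpC* (GME_RS06790) at 3.12 and *msrB* (GME_RS02460) at −3.97. In the TCA cycle list 6 of 22 were higher and 3 lower, the highest being *leuB* (GME_RS10790) of leucine synthesis, with citrate synthase *gltA* (GME_RS06055) at 1.50. PHA synthesis and storage had 3 higher and no lower genes of 10, and the PHA synthase gene *phaC* (GME_RS06650) stood at −0.51. Zinc and iron uptake had 11 higher and 5 lower genes of 27. Nitrate and nitrite had 3 higher and 4 lower of 9 around a median of 0.32 that falls below −1 with a minimum RPKM of 100, the higher ones including a nitrate reductase alpha subunit (GME_RS16660) at 3.08. Mobile elements and phage had 13 lower and 1 higher of 33 around a median of −0.60 that is 0.37 as deposited, the higher one the group II intron gene *ltrA* (GME_RS16880) at 3.76.

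The remaining lists with 3HP had these numbers of higher and lower genes: translation factors 4 and 2 of 15, with *tuf* (GME_RS12925) at 2.80, aminoacyl-tRNA ligases 3 and 0 of 21, potassium uptake 0 and 2 of 13 with a median below 0 when centred on housekeeping genes, cytochrome cbb3 oxidase 3 and 1 of 7, the Na+-pumping NADH dehydrogenase 3 and 1 of 7, alcohol dehydrogenases 3 and 2 of 8 with a median whose sign depends on the scaling, those of Fig. 2b 2 and 0 of 3, housekeeping genes 3 and 4 of 22, and corrected ectoine and betaine 2 and 2 of 17. The RNA polymerase gene *rpoA* (GME_RS12795), which lies among the ribosomal protein genes, stood at 3.23.

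In the 1,3-propanediol library, several lists had a median above 0 after centring and below 0 as deposited, at equal sums and on recovered reads. Among them were ribosomal proteins, with 25 higher and no lower genes of 59 and a median of 0.80, and oxidative stress defence, with 9 and 2 of 22, including *msrB* (GME_RS02460) from an RPKM of 1555 to 27611. Mobile elements and phage were another such list, with 7 and 2 of 33. Its 2 highest members were a tail-specific protease (GME_RS06705) at 3.24 and the recombinase XerC (GME_RS09630) at 2.60, matched by the words tail and recombinase alone. The others with this change of sign were sulfate assimilation with 2 higher and 2 lower of 14, glyoxylate and acetate with 2 and 3 of 12, propionate with 4 and 1 of 13, ATP synthase with 1 and 0 of 8, translation factors with 3 and 0 of 15, housekeeping genes with 1 and 1 of 22, the dehydrogenases of Fig. 1d with 5 and 4 of 17, aldehyde dehydrogenases, and ectoine and betaine as first drawn with 16 and 7 of 72. The lower gene of the propionate list is *dddC*, and the lower ones of the Fig. 1d list include *dddC* and *dddA*, both labelled as deleted in this strain. Corrected ectoine and betaine had 5 higher and 1 lower gene of 17, with the regulator gene *betI* (GME_RS16590) at 3.23, and a median of 0.73 that is −0.07 as deposited. Leucine, valine and isoleucine had 4 higher and 2 lower of 12, and their median of 0.85 and that of alcohol dehydrogenases turn below 0 at equal sums. Other terminal oxidases had 4 higher and 5 lower of 17, in which a cytochrome ubiquinol oxidase subunit (GME_RS10405) stood at 4.28 and *ctaD* (GME_RS14790) at −2.26. The higher and lower numbers were 1 and 5 of 14 for PQQ, whose median is above 0 with a minimum RPKM of 100, 2 and 0 of 8 for myo-inositol, 1 and 7 of 29 for glucose breakdown, 1 and 3 of 22 for the TCA cycle, 0 and 1 of 9 for PHA and 2 and 0 of 21 for aminoacyl-tRNA ligases. The tmRNA-binding protein gene *smpB* (GME_RS12250), the sole match for structural RNAs, stood at 2.42, and at 0.23 with 3HP.

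The succinate-semialdehyde dehydrogenase GME_RS01240 had an RPKM of 151.5 in the wild type on glucose, 1808 with 3HP and 10537 in the 1,3-propanediol library. The paper lists it among the dehydrogenases tested by qRT-PCR with 3HP. The LysR family regulator GME_RS01250, which stands between this gene and *dddC* in the gene order and was chosen after its values were seen, had an RPKM of 103.2, 248.5 and 18.9. Since *dddC* is labelled as deleted in the 1,3-propanediol strain, an effect of the deletion on these neighbours cannot be told from one of 1,3-propanediol.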
